# Optic nerve crush induces spatial and temporal gene expression patterns in retina and optic nerve of BALB/cJ mice

**DOI:** 10.1186/1750-1326-9-14

**Published:** 2014-04-27

**Authors:** Tasneem P Sharma, Colleen M McDowell, Yang Liu, Alex H Wagner, David Thole, Benjamin P Faga, Robert J Wordinger, Terry A Braun, Abbot F Clark

**Keywords:** Central nervous system, Optic nerve crush, Retinal ganglion cell, Apoptosis, Axotomy, Neurodegeneration, Regeneration, Microarray, Gene expression

## Abstract

**Background:**

Central nervous system (CNS) trauma and neurodegenerative disorders trigger a cascade of cellular and molecular events resulting in neuronal apoptosis and regenerative failure. The pathogenic mechanisms and gene expression changes associated with these detrimental events can be effectively studied using a rodent optic nerve crush (ONC) model. The purpose of this study was to use a mouse ONC model to: (a) evaluate changes in retina and optic nerve (ON) gene expression, (b) identify neurodegenerative pathogenic pathways and (c) discover potential new therapeutic targets.

**Results:**

Only 54% of total neurons survived in the ganglion cell layer (GCL) 28 days post crush. Using Bayesian Estimation of Temporal Regulation (BETR) gene expression analysis, we identified significantly altered expression of 1,723 and 2,110 genes in the retina and ON, respectively. Meta-analysis of altered gene expression (≥1.5, ≤-1.5, p < 0.05) using Partek and DAVID demonstrated 28 up and 20 down-regulated retinal gene clusters and 57 up and 41 down-regulated optic nerve clusters. Regulated gene clusters included regenerative change, synaptic plasticity, axonogenesis, neuron projection, and neuron differentiation. Expression of selected genes (*Vsnl1*, *Syt1*, *Synpr* and *Nrn1*) from retinal and ON neuronal clusters were quantitatively and qualitatively examined for their relation to axonal neurodegeneration by immunohistochemistry and qRT-PCR.

**Conclusion:**

A number of detrimental gene expression changes occur that contribute to trauma-induced neurodegeneration after injury to ON axons. *Nrn1* (synaptic plasticity gene), *Synpr* and *Syt1 (*synaptic vesicle fusion genes), and *Vsnl1* (neuron differentiation associated gene) were a few of the potentially unique genes identified that were down-regulated spatially and temporally in our rodent ONC model. Bioinformatic meta-analysis identified significant tissue-specific and time-dependent gene clusters associated with regenerative changes, synaptic plasticity, axonogenesis, neuron projection, and neuron differentiation. These ONC induced neuronal loss and regenerative failure associated clusters can be extrapolated to changes occurring in other forms of CNS trauma or in clinical neurodegenerative pathological settings. In conclusion, this study identified potential therapeutic targets to address two key mechanisms of CNS trauma and neurodegeneration: neuronal loss and regenerative failure.

## Background

Central nervous system (CNS) trauma and neurodegenerative disorders trigger a cascade of cellular events resulting in extensive damage to neurons [1-5]. The non-permissive regenerative environment is due to expression of inhibitory cues [3,6-12], glial scarring [5,13], slow clearance of axonal debris [14], and CNS inflammation [15,16]. Regenerative failure is a critical endpoint of these destructive triggers culminating in neuronal apoptosis [3,17,18] and inhibition of functional recovery.

The rodent optic nerve crush (ONC) model is an effective model for CNS trauma and regeneration failure [19-25]. The easy accessibility of the optic nerve (ON), an extension of the CNS, and the reproducibility of the ONC model make it an effective tool to study CNS trauma. Changes in gene expression in rodent ONC models have been previously studied [22,26-30] and include gap associated protein 43 (*Gap43*) [31-33], glial fibrillary acidic protein (*Gfap*) [34-36] and neurofilament deregulation after crush injury [37]. Furthermore, progressive retinal ganglion cell (RGC) degeneration has been associated with loss of trophic support [38,39], stimulation of inflammatory processes/immune regulation [40,41], and apoptotic effectors [39,42-45]. In addition, multiple injury models have been utilized to assess the fate of RGCs after ocular injuries that include ischemia/reperfusion, ON irradiation, ON transections, and traumatic ON injury in rodent and primate models [22,30,46-50].

Although previous studies with CNS trauma models have addressed gene expression changes related to neuronal apoptosis [18,26,39,51], current gaps still exist for identifying long-term neuroprotective and regeneration inducing targets. Additionally, most expression studies for the ONC model have only been performed in the retina or the optic nerve head [3,22,29]. We adopted a distinct strategy from previously published literature by: (a) simultaneously focusing on both the retina and ON, (b) detailing an extended time-course after acute axonal trauma and (c) centering on neurodegeneration and regenerative failure. To pinpoint specific degenerative pathways and identify crucial genes involved with pathological axonal injuries, it is essential to create an extensive molecular gene profile underlying neuronal degeneration and regeneration failure mechanisms. Our study systematically and temporally identified these degenerative mechanisms that ensue after such an insult. To prevent the progression of the disease, new drug therapies geared towards neuroprotection and effective axonal regeneration are required. The purpose of this study was to detect and quantify progressive temporal degenerative changes by: (a) analyzing gene clusters in the retina and ON using Affymetrix microarrays in the neural, immune, and glial cells following ONC and (b) identifying temporal and spatial expression patterns of key gene targets within the retina and ON after trauma. These data will allow the identification of a wide range of potential therapeutic targets associated with neuronal loss and regenerative failure.

## Results

This study highlights common as well as distinct gene expression responses of the retina and ON to ONC injury. To better understand the molecular mechanisms associated with neurodegenerative processes after injury, we first examined the survival of neurons in the ganglion cell layer (GCL) after acute axonal trauma by histological examination of the retinas over an extended 28-day period, which is a well-established time line for RGC death [19]. Second, we identified significant cluster-based changes occurring sequentially in the retina and ON by meta-analysis of the array data. Third, we identified key clusters associated with neuron degeneration to isolate potential underlying damaging gene expression changes occurring within the retina and ON. Lastly, the expression of selective genes was confirmed quantitatively and qualitatively to validate our array data and examine expression of potential therapeutic targets that are affected by CNS trauma.

### Survival of neurons and specificity of gene expression changes following ONC

There was a progressive decrease of neurons in the retinal ganglion cell layer (RGCL) following ONC as assessed by Nissl stained retinal flat mounts (Additional file 1: Figure S1A). Approximately 50% of the cells in the RGCL are RGCs, while the remaining cells consist of displaced amacrine cells, astrocytes, and microglia [19,52-55]. ONC directly damages the ON, eventually leading to the selective death of RGCs. The severity of injury to the RGCs after ONC can vary between studies and depends on: the species and strain of animal used, the quantity of axons affected by the crush, the distance from the globe at which the lesion is performed, the amount of force applied at the site of the lesion, the method used to evaluate damage, and the length of time post crush [37,46,56-58]. A significant sequential decline of RGCL neurons is seen as early as 14 days post crush (dpc) within our model (81.43% ± 16.9% survival, p < 0.01) with increased decline by 21 dpc (58.72% ± 5.70% survival, p < 0.001) and culminating in almost complete loss of RGCs by 28 dpc (54.21% ± 8.27% survival, p < 0.001) (Additional file 1: Figure S1B).

Microarrays were performed following ONC on harvested retina and ON samples from naïve, 3, 7, 14, 21 and 28 dpc mice (n = 5). For the analysis, the retina and ON samples were separately pooled for the experimental and control groups at each time point. 

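The retinal arrays were 12 Affymetrix mouse gene arrays, each hybridised with RNA pooled from the retinas of 5 mice. The left and right retinas of naïve mice made 1 pool each, and so did the crushed left and the contralateral right retinas at 3, 7, 14, 21 and 28 dpc. No time point had a replicate, so a difference between its left and right pool has no replicate check, and the number of arrays limits the precision of every value. The authors summarised the scans by robust multi-array average (RMA), which corrects the background, gives the arrays the same distribution and yields 1 log2 value per probe set. These log2 values were used as deposited. Their median over genes was 5.84 to 5.93 in the 12 pools, and the correlation between pools across genes, which are not independent replicates, was 0.988 to 0.994. The probe set with the highest mean level stood for a gene, which gave 19938 genes. The microarray ratio of a gene is its level in the left over its level in the right pool of a time point. For the tests, the 7 pools without crush (both naïve pools and the 5 contralateral pools) formed 1 uncrushed group, and their SD is the error given with an uncrushed level. Each crushed pool was compared with that group in limma, with Benjamini-Hochberg adjusted p, on the assumption that a lone crushed pool varies like the uncrushed pools. The crushed and contralateral pools were also compared as 5 pairs. An SE is limma's moderated standard error, which draws on the variance of all genes. It can be smaller than the spread of a gene's own pools or pairs gives. The gene lists, the tests and the alternative settings were chosen before the data were examined, apart from those named in the closing section. The ON arrays are not analysed here.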

Time-course microarray data analysis is challenging in pooled data because each sample has slight variations independent of other samples. These errors can be mitigated to an extent by analyzing the significant temporal changes of genes in pooled samples using the Bayesian estimation of temporal regulation (BETR) analysis [59]. This evaluation allowed us to delineate the differences in percentage of gene changes occurring temporally after ONC within the retinal and ON datasets. BETR probabilities were determined for the total 18,786 genes identified within each dataset. BETR probabilities ranged from 0 to 1 with 0 being the least significantly changed genes temporally and 1 being the most. Genes were then classified into frequency bins based on the range of BETR probabilities.

In the retinal dataset, only 9.17% (1,723 genes out of 18,786 genes) had the highest BETR probabilities within frequency bin 10 (BETR probability - 0.9 to1.0) indicating only a small specific percentage of total genes were altered temporally after ONC trauma (Additional file 2: Figure S2A, Additional file 3: Table S1A). Furthermore, within the ON dataset, only 11.23% (2,110 genes out of 18,786 genes) were in the highest BETR probability range (Additional file 2: Figure S2B, Additional file 3: Table S1B). 

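Over the time course, retinal ganglion cell (RGC) genes, injury genes and genes of reactive glia were among those that changed. Slc17a6, the vesicular glutamate transporter of RGCs, fell by 2.78 log2 at 21 dpc against an uncrushed level of 6.60 ± 0.19 (SD, n = 7 pools; limma adjusted p = 1.09e-05 over all time points). Mmp12, the macrophage metalloelastase, rose by 2.56 log2 at 3 dpc from an uncrushed level of 4.17 ± 0.18 (limma adjusted p = 1.96e-05 over all time points). Sprr1a, a small proline-rich protein that injured neurons make, rose by 1.31 log2 at 7 dpc from 5.55 ± 0.13 (limma adjusted p = 4.28e-04 over all time points). Of 33 RGC genes measured, 12 changed at some time point, or 23 when adjusted over the list alone. The counts were 9 of 28 for reactive Müller glia and astrocytes (15 adjusted over the list alone) and 7 of 26 for axon injury (13 adjusted over the list alone). In all, 74 genes changed, 0.371% of the 19938 measured, by limma's F-test on the 5 crushed pools against the 7 uncrushed pools at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 1650. The count was 39 without the crushed pool of 3 dpc. BETR on simulated readings could not be repeated from these values.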

The small subset of genes identified by BETR analysis correlates with regenerative failure and degeneration that occurs within the retina and ON.

### Cluster specific gene classification following ONC

To extract meaningful biological information from the array data, we used the public data-mining tool Database for Annotation, Visualization and Integrated Discovery (DAVID) to cluster all differentially expressed genes into mechanistic biological categories. Temporal cluster classification is crucial for identifying the neuronal loss mechanisms that are sequentially regulated after trauma. Based on PARTEK fold change levels (≥ 1.5 and ≤ −1.5 compared to the corresponding contralateral control eyes, *q-value* defined by the FDR analogue of the p < 0.05), we temporally categorized the clusters within three gene ontologies (GO); molecular function (MF), biological process (BP) and cellular component (CC) according to the *Mus musculus* genome within the DAVID database.

A total of 28 up-regulated clusters and 20 down-regulated clusters were significantly identified in the retinal dataset (p < 0.05) and 57 up-regulated clusters and 41 down-regulated clusters were identified within the ON dataset (Tables 1, 2, 3 and 4). 

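Across the 5 time points, the crushed retina held more mRNA of S100a6 and Edn2 and less of Nrn1 and Sncg than the contralateral retina. Each had the same direction in all 5 pairs, which the rule that named S100a6 and Edn2 required, and 7.14% of all genes did so, beside 6.25% by chance. The mean log2 ratio was 0.87 (moderated SE 0.13, n = 5 pairs) for S100a6, a calcium-binding protein of reactive glia. It was 0.69 (moderated SE 0.11) for Edn2, which encodes endothelin 2. The mean was -1.02 (moderated SE 0.27) for Nrn1, which encodes neuritin, and -0.86 (moderated SE 0.20) for the RGC gene Sncg. The pairs of Nrn1 spread more widely than this SE shows, from a ratio of 0.884 at 14 dpc to 0.146 at 21 dpc. None of these genes passed the paired test in limma, in which 0 genes passed and the lowest Benjamini-Hochberg adjusted p was 0.165. At an unadjusted p under 0.05 there were 1184 genes, with 997 expected by chance, and 7 genes passed with an intensity trend and 3 with the naïve pair and a left eye term added.
In the ratio of left over right at single time points, 154 genes were at least 1.5-fold higher and 40 lower at 3 dpc, 102 higher and 82 lower at 7 dpc, 89 and 45 at 14 dpc, 75 and 166 at 21 dpc, and 111 and 84 at 28 dpc. The naïve pair gave 85 higher and 27 lower. The 21 pairs that the 7 uncrushed pools make gave 71 to 349 such genes, with a median of 183, and the totals after crush, 134 to 241, lay in that range. Of these pairs 20 join pools of different mice. The naïve pair, from the same mice, had 112 such genes, fewer than any of the 5 time points. Without the dimmest 30% of genes the totals at 14, 21 and 28 dpc were 43, 139 and 79, and against the mean of the uncrushed pools 38, 141 and 80. At 7 dpc the total was 329 against the mean of the naïve pools, and at 14 dpc 86, and the naïve pair had 62 without dim genes. With the arrays further aligned by cyclic loess, 14 dpc had 47 higher and 66 lower genes, 21 dpc had 94 and 126 and 28 dpc had 92 and 97, so the splits of 14 and 28 dpc turned.
Against the 7 uncrushed pools, 51 genes rose and 3 fell at 3 dpc, 39 rose and 26 fell at 7 dpc, 7 rose and 21 fell at 21 dpc, and 5 rose and none fell at 28 dpc (limma, Benjamini-Hochberg adjusted p under 0.05). At 14 dpc 0 genes passed, and 837 had an unadjusted p under 0.05, with 0 also under an intensity trend and under cyclic loess. The total of 65 at 7 dpc was 39 without the naïve right pool, 110 without the contralateral pool of 7 dpc and 34 with the 5 contralateral pools as the only uncrushed pools. The median log2 ratio of RGC genes was lowest at 21 dpc and that of reactive glia highest at 3 dpc.

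**Figure D1:**
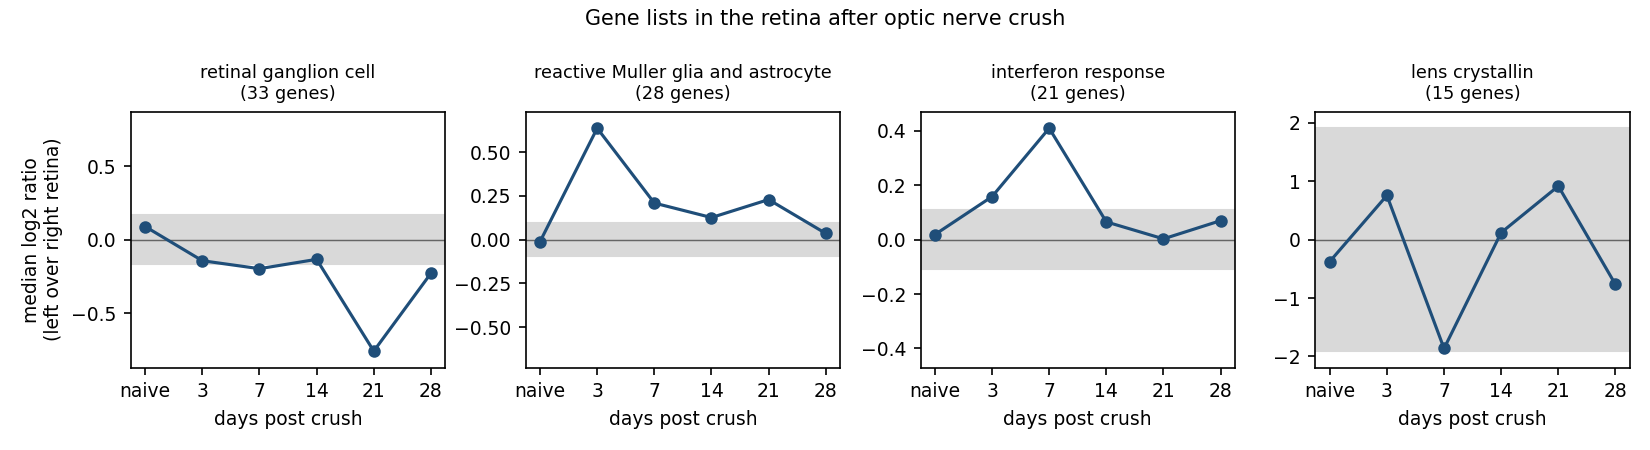
Median log2 ratio (left over right retina, vertical axis) of RGC genes, reactive Müller glia and astrocyte genes, interferon response genes and lens crystallins in the naïve pair and at 3 to 28 dpc (horizontal axis). Points are medians over a list's genes in 1 pair of pools, and the grey band is the largest median of either sign among the 21 pairs of uncrushed pools. RGC genes reached -0.76 at 21 dpc, outside a band of 0.17, while crystallins stayed inside a band of 1.91.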

To outline neurodegenerative mechanisms, key clusters were identified relating to neuronal loss and regeneration failure from both the retinal (Figure 1) and ON (Figure 2) clusters previously classified in Tables 1, 2, 3 and 4. Each of these key clusters contained a group of genes significantly (p < 0.05) correlating with that specific cluster. The temporal patterns of the microarray gene ratios were graphed according to their association with these clusters for the retina (Figure 1) and ON (Figure 2).

**Table 1:** Temporal classification of up-regulated retinal gene cluster changes following ONC

**Gene ontology**	**Clusters**	**Time point**	**P value**
Molecular function	Structural eye protein	3 dpc	1.90E-06
	Eye development	3 dpc	4.50E-03
	Extracellular matrix binding	3 dpc	5.30E-03
	Calcium ion binding	7 dpc	3.30E-02
	Structural eye lens protein	21 dpc	2.20E-11
	Structural molecular activity	21 dpc	4.60E-06
Biological process	Response to wounding	3 dpc	1.00E-04
	Inflammatory response	3 dpc	3.80E-04
	Defense response	3 dpc	5.90E-04
	Positive regulation of immune system response	3 dpc	1.20E-02
	Rho protein signal transduction	3 dpc	5.90E-03
	Regulation of signal proliferation	3 dpc	2.70E-02
	Defense response	7 dpc	5.40E-04
	Inflammatory response	7 dpc	1.60E-02
	Response to wounding	7 dpc	4.70E-02
	Sensory perception	14 dpc	8.80E-03
	Neurological system process	14 dpc	2.30E-02
	G-protein coupled receptor signaling pathway	14 dpc	3.90E-02
	Macromolecular complex assembly	28 dpc	1.30E-02
	DNA packaging	28 dpc	3.10E-02
	Positive regulation of protein kinase activity	28 dpc	4.50E-02
Cellular component	Extracellular region part	3 dpc	3.20E-03
	Extracellular matrix	3 dpc	7.60E-03
	Lysosome	3 dpc	3.40E-02
	Extracellular region part	7 dpc	3.50E-02
	Microsome	14 dpc	1.70E-02
	Intermediate filament	14 dpc	3.70E-02
	Ribosome	21 dpc	5.00E-03

Gene expression fold-change values were grouped individually from naïve eyes and ONC eyes out to 28 days post crush (dpc). Genes were highlighted based on fold values for up-regulated (≥1.5) retinal datasets. 

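Genes of reactive Müller glia and astrocytes were higher in the crushed retina at 3 dpc, with a median log2 ratio of 0.64, while no pair of uncrushed pools exceeded 0.10. Of the 28 genes measured, 12 rose and none fell against the 7 uncrushed pools (limma, Benjamini-Hochberg adjusted p under 0.05), and 20 rose when adjusted over the list alone. Osmr, which encodes the oncostatin M receptor, rose 2.46-fold (log2 SE 0.16, limma adjusted p = 0.00107), and Cebpd, an inflammation-induced transcription factor, rose by 1.22 log2 (SE 0.12, limma adjusted p = 1.10e-04). Among 26 axon injury genes, 9 rose and none fell at 3 dpc (15 rose adjusted over the list alone), among them the transcription factors Atf3, by 1.37 log2 (SE 0.17), and Sox11, by 1.33 log2 (SE 0.19). The median log2 ratio of the 26 genes was 0.36, and Mmp12, the macrophage metalloelastase, was also among the 9 that rose. Of 27 extracellular matrix and scar genes, 4 were at least 1.5-fold higher and 1 lower in the ratio at 3 dpc. Of these 27, 0 passed limma at 3 dpc, 6 had an unadjusted p under 0.05 and 2 rose when adjusted over the list alone. In the same crushed pool of 3 dpc, lens crystallins had a median log2 ratio of 0.76 and retinal pigment epithelium genes 0.22, and both lay inside the range of the uncrushed pairs, while corneal and surface epithelium genes had 0.19, beyond the uncrushed maximum of 0.17. Interferon response genes, which serve antiviral defence, had a median log2 ratio of 0.41 at 7 dpc, and 4 of 21 rose and none fell (13 rose adjusted over the list alone). In the same pool the medians of resting Müller glia (0.27), housekeeping (0.19) and bipolar cell genes (0.17) were also beyond those of all uncrushed pairs. The interferon and housekeeping lists share the gene B2m. The small noncoding RNA genes Rmrp, Rny1, Rny3 and Rpph1 fell in this pool, by 1.87, 1.79, 1.51 and 1.44 log2. They were picked from the genes that passed, and small noncoding RNA genes were not tested as a list. Ifit3 rose by 1.27 log2 (SE 0.15, limma adjusted p = 0.00117) and Ifit1 by 0.99 log2 (SE 0.18, limma adjusted p = 0.0227).
Over all 5 pairs the mean log2 ratio was 0.27 for reactive glia (SD 0.21, limma's camera, Benjamini-Hochberg adjusted p = 3.71e-16, and adjusted p = 0.201 with an estimated correlation). It was 0.20 for axon injury (SD 0.19, camera from limma, adjusted p = 8.78e-08, and adjusted p = 0.201 with an estimated correlation) and 0.13 for interferon response (SD 0.18, adjusted p = 5.34e-05 from limma's camera, and adjusted p = 0.361 with an estimated correlation). Without the pair of 3 dpc the axon injury mean was 0.13. All 5 pairs were above 0 for each of these 3 lists, and an exact sign permutation test of 5 pairs cannot pass 0.05. Without the pair of 7 dpc the interferon mean was 0.05 and its camera call was lost. The extracellular matrix list had a mean of 0.07 (SD 0.09, camera from limma, adjusted p = 0.0305, and adjusted p = 0.555 with an estimated correlation), and its call was lost without the pair of 3 dpc (0.03) or of 21 dpc (0.07).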

The selected genes were analyzed by gene ontology (GO) based cluster identification at each time point using DAVID. Significance was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

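At 14 dpc 20 of 1243 olfactory, vomeronasal, taste and trace amine receptor genes, all coupled to G proteins, were past 1.5-fold, 14 higher and 6 lower. This was 1.61% of them, beside 1.39% of other genes of the same level. None of the 1243 passed limma at 14 dpc, and 77 had an unadjusted p under 0.05. Olfr288 had a ratio of 1.85 at a log2 level of 4.67 in the crushed pool. The receptors' median log2 ratio at 14 dpc was 0.03, and it turned below 0 with cyclic loess. Over 5 pairs the mean log2 ratio of these receptors was -0.01 (SD 0.07, limma's camera, adjusted p = 0.131). At 21 dpc 11 of 15 lens crystallins were at least 1.5-fold higher in the left retina and none was lower, with a median log2 ratio of 0.92. Against the uncrushed pools 0 of the 15 passed limma at 21 dpc, and 0 had an unadjusted p under 0.05. The structural lens protein gene Cryba2 had a ratio of 2.88 and was 0.93 log2 above uncrushed pools (SE 0.64, limma adjusted p = 0.810). Of 62 cytosolic ribosomal protein genes, none reached 1.5-fold at 21 dpc, their median log2 ratio was 0.10, and 0 passed limma with 5 at an unadjusted p under 0.05. Their mean over 5 pairs was 0.04 (SD 0.04, limma's camera, Benjamini-Hochberg adjusted p = 0.0107, and adjusted p = 0.798 with an estimated correlation), a call lost with cyclic loess (0.03) and without the pair of 3 dpc (0.03) or of 21 dpc (0.03). At 28 dpc 1 of 29 replication-dependent histone genes, H1f5, was past 1.5-fold, with a ratio of 1.52, and 0 passed limma with 3 at an unadjusted p under 0.05. The 96 keratin and keratin associated genes, of which keratins form intermediate filaments, had a median log2 ratio of 0.07 at 14 dpc and 0.02 with cyclic loess. At 28 dpc 5 genes rose: Plac8, by 1.19 log2 (SE 0.14, limma adjusted p = 0.00364), the keratin Krt6b, the skin protease Asprv1, and the olfactory receptors Olfr1252 and Olfr559. Of the 1243 receptor genes, 20 were at least 1.5-fold higher and 7 lower at 28 dpc, or 2.17% beside 1.57% of other genes of the same level. Once the dimmest 30% of genes were left out, 0 genes passed at 28 dpc, and with the 5 contralateral pools as the only uncrushed pools 2 did.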

**Table 2:** Temporal classification of down-regulated retinal gene cluster changes following ONC

**Gene ontology**	**Clusters**	**Time point**	**P value**
Molecular function	Structural eye lens protein	7 dpc	3.80E-15
	Structural eye lens protein	28 dpc	2.60E-14
	Pattern binding	28 dpc	3.80E-02
Biological process	Chromatin assembly	7 dpc	4.80E-04
	Regulation of axonogenesis	21 dpc	7.40E-03
	G-protein coupled receptor signaling pathway	21 dpc	2.00E-04
	Neurological system process	21 dpc	7.10E-03
	Intermediate filament bundle process	21 dpc	6.40E-05
	Microtubule based process	21 dpc	5.10E-03
	Axonogenesis	21 dpc	1.70E-02
	Neuron projection morphogenesis	21 dpc	2.00E-02
	Neuron differentiation	21 dpc	4.20E-02
	Cell morphogenesis involved in differentiation	28 dpc	1.20E-02
Cellular component	Nucleosome	7 dpc	7.50E-05
	Neuron projection	21 dpc	5.00E-05
	Axon	21 dpc	6.50E-05
	Neurofilament	21 dpc	1.60E-04
	Intrinsic to membrane	21 dpc	1.30E-02
	Neuron projection	28 dpc	9.90E-03
	Chromosome	28 dpc	3.10E-02

Gene expression fold-change values were grouped individually from naïve eyes and ONC eyes out to 28 days post crush (dpc). Genes were highlighted based on fold values for down-regulated (≤ −1.5) retinal datasets. 

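Lens crystallins were lower in the crushed retina at 7 dpc, with a median log2 ratio of -1.86. Of 15 measured, 3 fell and none rose (11 fell adjusted over the list alone), and Cryaa, which encodes alpha A crystallin, fell by 4.66 log2 (SE 0.80, limma adjusted p = 0.0184) from an uncrushed level of 10.39 ± 1.19 (SD, n = 7 pools). In the pairs of uncrushed pools the crystallin median reached 1.91 in size. At 28 dpc 11 of the 15 were at least 1.5-fold lower in the ratio, with a median of -0.77 (-0.16 against the mean of the uncrushed pools), and 0 passed limma, with 0 at an unadjusted p under 0.05. Their mean over 5 pairs was -0.30 (SD 1.22, camera from limma, adjusted p = 0.0325, and adjusted p = 0.798 with an estimated correlation), a call lost with cyclic loess (-0.31), without dim genes (-0.32) and without the pair of 28 dpc (-0.13), and the mean was 0.15 without the pair of 7 dpc, -0.52 without 3 dpc and -0.59 without 21 dpc. Histones package DNA into nucleosomes, and of 29 replication-dependent histone genes 4 fell and none rose at 7 dpc (9 fell and 2 rose adjusted over the list alone). The histone median log2 ratio at 7 dpc was -0.16, inside the range of the uncrushed pairs, which reached 0.25 in size. H4c3 fell by 1.22 log2 (SE 0.19, limma adjusted p = 0.0108), and at 21 dpc no histone gene passed over all genes while 13 rose adjusted over the list alone, with 16 at an unadjusted p under 0.05 in limma. Over 5 pairs the histone mean was 0.03 (SD 0.17, limma's camera, adjusted p = 0.242, and adjusted p = 0.798 with an estimated correlation). Without the pair of 7 dpc it was 0.11 and called higher by camera with the preset correlation of 0.01. The small noncoding RNA genes Scarna17 and Rmrp fell by 1.73 and 1.87 log2 in the crushed pool of 7 dpc (SE 0.18 and 0.29). Whether they and the histone genes fell in this pool for the same reason was not tested.
At 21 dpc RGC genes were lower together. Of 33 measured, 12 fell and none rose (25 fell adjusted over the list alone), and their median log2 ratio was -0.76. This list shares genes with Figure 1, among them Nrn1, Sncg, Pvalb and Nefl, which the study chose on the same samples. Its counts and its camera p are therefore not independent evidence of a direction. Chrnb3, a nicotinic acetylcholine receptor subunit, fell by 1.06 log2 (SE 0.15, limma adjusted p = 0.00485). Outside the list, Rgs4, a regulator of G protein signalling, fell by 1.42 log2 (SE 0.14, limma adjusted p = 9.20e-05). The medians at 3, 7, 14 and 28 dpc were -0.14, -0.20, -0.13 and -0.23, and 2, 1, 0 and 0 of the 33 genes fell (13, 7, 0 and 8 adjusted over the list alone, and 15, 9, 10 and 16 lower at an unadjusted p under 0.05 in limma). Against the mean of the uncrushed pools the median at 3 dpc was -0.24. At 3 dpc 1 member rose when adjusted over the list alone. Their mean over 5 pairs was -0.35 (SD 0.35, lower in 5 of 5 pairs, limma's camera, adjusted p = 2.04e-20, and adjusted p = 0.289 with an estimated correlation), and it was -0.20 without the pair of 21 dpc. In the crushed pool of 21 dpc retinal pigment epithelium genes had a median log2 ratio of 0.17, inside the range of the uncrushed pairs. Reactive Müller glia and astrocyte genes had a median of 0.23 in that pool, beyond the uncrushed maximum of 0.10. Of these 28 genes, 2 rose and none fell (8 rose adjusted over the list alone). Of the 1243 olfactory and related receptor genes, 28 were at least 1.5-fold lower and 4 higher at 21 dpc, and 0 passed limma with 71 at an unadjusted p under 0.05. Their share past 1.5-fold was 2.57%, beside 1.31% of other genes of the same level. Their median log2 ratio was -0.11, beyond the uncrushed maximum of 0.07, and -0.02 with cyclic loess.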

The selected genes were analyzed by gene ontology (GO) based cluster identification at each time point using DAVID. Significance was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

**Table 3:** Temporal classification of up-regulated ON gene cluster changes following ONC

**Gene ontology**	**Clusters**	**Time point**	**P value**
Molecular function	Chemokine activity	3 dpc	6.50E-06
	Growth factor binding	3 dpc	1.10E-03
	Actin binding	3 dpc	9.10E-03
	Serine type endopeptidase inhibitor activity	7 dpc	7.10E-04
	Chemokine activity	14 dpc	6.70E-09
	Cytokine activity	14 dpc	6.00E-06
	Chemokine activity	21 dpc	1.60E-04
	Cytokine binding	21 dpc	4.30E-04
	Ion channel activity	28 dpc	1.20E-09
	Calcium ion binding	28 dpc	7.70E-07
	GABA receptor activity	28 dpc	4.30E-04
	Neurotransmitter binding	28 dpc	4.00E-03
	Calcium channel activity	28 dpc	9.10E-03
	Protein kinase activator activity	28 dpc	8.80E-03
Biological process	Defense response	3 dpc	6.20E-05
	Translation	3 dpc	1.20E-03
	Cell cycle	3 dpc	3.10E-06
	Leukocyte activation	3 dpc	2.10E-04
	Actin cytoskeleton organization	3 dpc	6.80E-03
	Regulation of adaptive immune response	3 dpc	3.60E-04
	Positive regulation of programmed cell death	3 dpc	1.20E-03
	Positive regulation of axonogenesis	3 dpc	2.10E-02
	Sensory perception	7 dpc	2.90E-02
	Immune response	14 dpc	3.40E-08
	Chemotaxis	14 dpc	2.60E-07
	Response to wounding	14 dpc	1.10E-06
	Cell activation	14 dpc	5.70E-05
	Defense response	21 dpc	1.60E-08
	Response to wounding	21 dpc	4.00E-06
	Chemotaxis	21 dpc	2.60E-06
	Regulation of adaptive immune response	21 dpc	5.40E-06
	Phagocytosis	21 dpc	7.10E-03
	Neuropeptide signaling pathway	21 dpc	2.50E-02
	Ion transport	28 dpc	2.70E-06
	Transmission of nerve impulse	28 dpc	6.30E-08
	Synaptic transmission	28 dpc	1.20E-06
	Synaptic vesicle transport	28 dpc	4.60E-03
	Regulation of synaptic plasticity	28 dpc	2.40E-03
	Regulation of synaptic transmission	28 dpc	6.40E-03
	Synaptogenesis	28 dpc	1.50E-02
	Cell adhesion	28 dpc	3.20E-02
Cellular component	Chromosome	3 dpc	1.50E-09
	Extracellular region part	3 dpc	8.80E-08
	Collagen	3 dpc	6.00E-03
	Focal adhesion	3 dpc	7.20E-03
	Anchoring junction	3 dpc	2.50E-02
	Extracellular region	7 dpc	9.80E-04
	Extracellular region	14 dpc	3.30E-03
	Cell surface	14 dpc	2.80E-04
	Extracellular region	21 dpc	2.60E-04
	Synapse part	28 dpc	1.90E-13
	Postsynaptic membrane	28 dpc	1.90E-07
	Neuron projection	28 dpc	3.30E-07
	Dendrite	28 dpc	2.30E-05
	Synaptosome	28 dpc	3.10E-04
	Postsynaptic density	28 dpc	5.60E-03
	Synaptic vesicle	28 dpc	2.60E-03

Gene expression fold-change values were grouped individually from naïve eyes and ONC eyes out to 28 days post crush (dpc). Genes were highlighted based on fold values for up-regulated (≥1.5) optic nerve datasets. The selected genes were analyzed by gene ontology (GO) based cluster identification at each time point using DAVID. Significance was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

**Table 4:** Temporal classification of down-regulated ON gene cluster changes following ONC

**Gene ontology**	**Clusters**	**Time point**	**P value**
Molecular function	Calmodulin binding	3 dpc	6.50E-04
	Voltage gated ion channel activity	3 dpc	6.70E-04
	Ion binding	3 dpc	3.90E-04
	Enzyme binding	3 dpc	5.80E-03
	GABA receptor activity	3 dpc	6.70E-03
	Ligand gated ion channel activity	3 dpc	1.80E-02
	Calmodulin binding	7 dpc	1.30E-02
	Calcium dependent phospholipid binding	7 dpc	1.40E-04
	Nuclease activity	21 dpc	2.50E-02
	Microtubule binding	21 dpc	2.50E-02
	Motor activity	21 dpc	1.80E-02
	Cytokine activity	28 dpc	2.90E-02
Biological process	Potassium ion transport	3 dpc	4.80E-05
	Cation transport	3 dpc	5.30E-04
	Neurotransmitter transport	3 dpc	3.80E-03
	Synaptic transmission	3 dpc	1.40E-02
	Calcium ion transport	3 dpc	1.10E-02
	Neurofilament cytoskeleton organization	3 dpc	1.20E-03
	Intermediate filament cytoskeleton organization	3 dpc	2.00E-03
	Neurotransmitter transport	3 dpc	3.80E-03
	MAPKKK cascade	3 dpc	2.40E-02
	Microtubule based process	7 dpc	1.10E-02
	Visual perception	14 dpc	4.40E-05
	Cognition	14 dpc	6.50E-03
	Neurological process	14 dpc	1.40E-02
	Microtubule based process	21 dpc	1.30E-05
	Lipid biosynthetic process	21 dpc	2.20E-02
	Visual perception	28 dpc	3.20E-10
	Sensory perception	28 dpc	2.90E-02
	Eye development	28 dpc	4.80E-05
	Immune response	28 dpc	4.70E-02
Cellular component	Synapse	3 dpc	4.30E-06
	Cell junction	3 dpc	6.30E-04
	Post synaptic membrane	3 dpc	1.10E-03
	Presynaptic membrane	3 dpc	5.20E-05
	Synapse part	7 dpc	2.90E-04
	Cell junction	7 dpc	3.90E-03
	Cell projection	7 dpc	3.10E-03
	Clathrin coated vesicle	7 dpc	1.00E-02
	Cytoskeleton	21 dpc	2.30E-02
	Anchored to membrane	28 dpc	4.30E-02

Gene expression fold-change values were grouped individually from naïve eyes and ONC eyes out to 28 days post crush (dpc). Genes were highlighted based on fold values for down-regulated (≤ −1.5) optic nerve datasets. The selected genes were analyzed by gene ontology (GO) based cluster identification at each time point using DAVID. Significance was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

**Figure 1:**
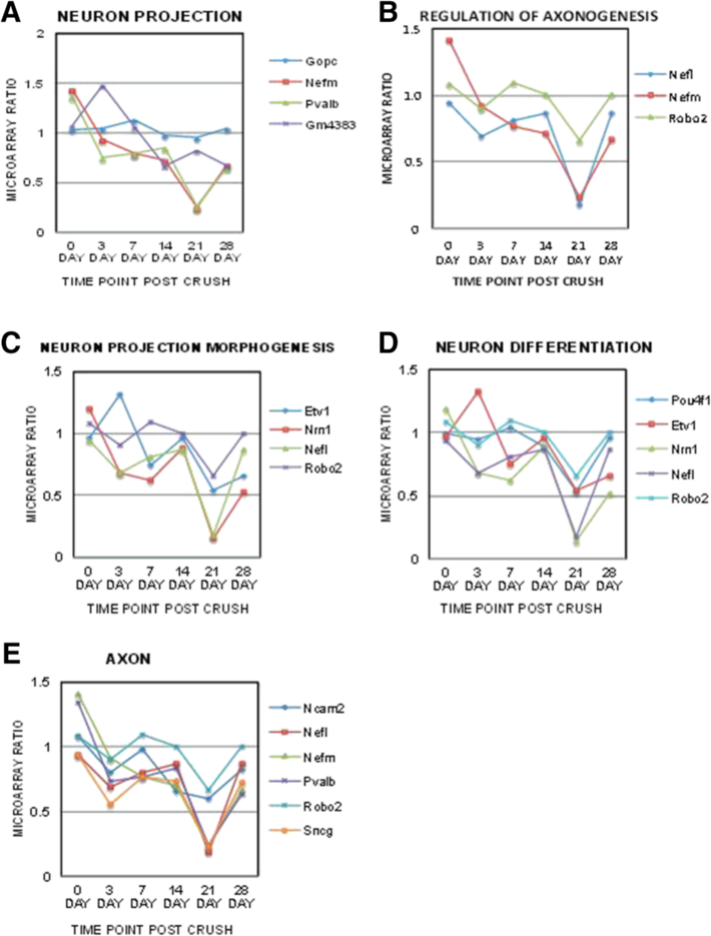
**Temporal changes of specific retinal gene clusters related to neuronal loss and regeneration failure.** Neuron specific and axonal regeneration related neuronal clusters were selected from the retinal GO tables; and the microarray ratios of the genes within each of these clusters were graphed temporally (0 to 28 days post crush (dpc)). Neuronal clusters identified included **(A)** neuron projection, **(B)** regulation of axonogenesis, **(C)** neuron projection morphogenesis, **(D)** neuron differentiation and **(E)** axon. Significance of these clusters was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

**Figure 2:**
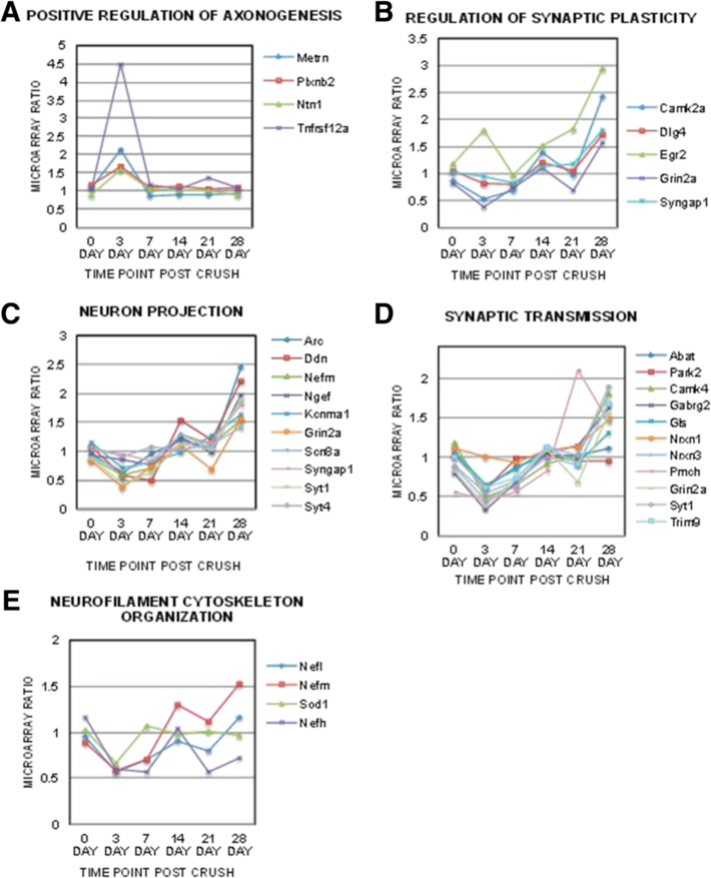
**Temporal changes of specific optic nerve gene clusters related to neuronal loss and regeneration failure.** Neuron specific and axonal regeneration related neuronal clusters were selected from the optic nerve GO tables and the microarray ratios of the genes within each of these clusters graphed temporally (0 to 28 days post crush (dpc)). Neuronal clusters identified included **(A)** positive regulation of axonogenesis, **(B)** regulation of synaptic plasticity, **(C)** neuron projection, **(D)** synaptic transmission, and **(E)** neurofilament cytoskeleton organization. Significance of these clusters was determined using the Benjamini multiple test correction, GO enrichment score *χ*^2^ test and Fishers Exact test (p < 0.05).

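Parvalbumin (Pvalb), gamma synuclein (Sncg) and the transcription factor Pou4f1, all genes of RGCs, fell in the crushed retina at 21 dpc. Pvalb fell by 1.96 log2 against the 7 uncrushed pools (SE 0.16, limma adjusted p = 7.52e-06) to a microarray ratio of 0.240. Sncg fell by 1.90 log2 (SE 0.14, limma adjusted p = 3.77e-06) and at 3 dpc it fell by 0.82 log2 (SE 0.14, limma adjusted p = 0.0204). Pou4f1 fell by 0.74 log2 at 21 dpc (SE 0.13, limma adjusted p = 0.0236). Robo2, a receptor of axon guidance, and the adhesion molecule gene Ncam2 had microarray ratios of 0.661 and 0.598 at 21 dpc and did not pass the test (limma adjusted p = 0.456 and 0.0522). Gopc, which encodes a Golgi protein, and the transcription factor gene Etv1 had ratios of 0.935 and 0.868 at 21 dpc (limma adjusted p = 0.999 and 0.783). Etv1 has 2 probe sets, and the dimmer of them, read after the values were seen, gave 0.543. Of the 10 genes of Figure 1 that could be measured, 6 fell at 21 dpc and none rose (8 fell adjusted over the list alone), and the median log2 ratio was -1.48. Over 5 pairs their mean was -0.50 (SD 0.51, limma's camera, adjusted p = 1.67e-10, and adjusted p = 0.289 with an estimated correlation), and without the pair of 21 dpc it was -0.27. The study chose these genes on the same samples, so their counts are not independent evidence of a direction. Gm4383 is not analysed here.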

Retinal clusters associated with neuronal loss and regeneration failure included the clusters neuron projection, regulation of axonogenesis, neuron projection morphogenesis, neuron differentiation and axon clusters (Figure 1). Of particular interest was the gene Neuritin 1 *(Nrn1),* which was identified within the neuron projection morphogenesis and neuron differentiation clusters (Figure 1C, D). NRN1 is a secreted GPI-linked protein that stimulates axonal and dendritic arbor growth [60]. Down-regulation of *Nrn1* mRNA expression within the microarray was observed to be biphasic with an initial decline through 7 dpc, a slight increase at 14 dpc and a further decrease by 21 dpc (Figure 1C, D). These biphasic patterns may indicate a transient attempt at neuroprotection/neuroregeneration early in the response to injury.

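Nrn1 stood at 7.25 ± 0.17 log2 (SD, n = 7 pools) in uncrushed retina. Its level in the crushed pool was 6.71 at 3 dpc, 6.30 at 7 dpc, 7.01 at 14 dpc, 4.73 at 21 dpc and 6.31 at 28 dpc. It passed the test at 7 dpc, where Nrn1 fell by 0.95 log2 (SE 0.16, limma adjusted p = 0.0148), and at 21 dpc, where Nrn1 fell by 2.52 log2 (SE 0.16, limma adjusted p = 2.73e-07). At 3, 14 and 28 dpc the difference from uncrushed retina was -0.54, -0.23 and -0.93 log2 and did not pass (limma adjusted p = 0.327, 0.999 and 0.0607). The microarray ratio was 1.19 in the naïve pair, then 0.682, 0.623, 0.884, 0.146 and 0.526. The higher value at 14 dpc than at 7 dpc rests on 1 pool per time point, and the difference between these time points was not tested. From the decline through 7 dpc, the partial return at 14 dpc and the further decrease by 21 dpc, the paper proposes an early and transient attempt at neuroprotection or regeneration.

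**Figure D2:**
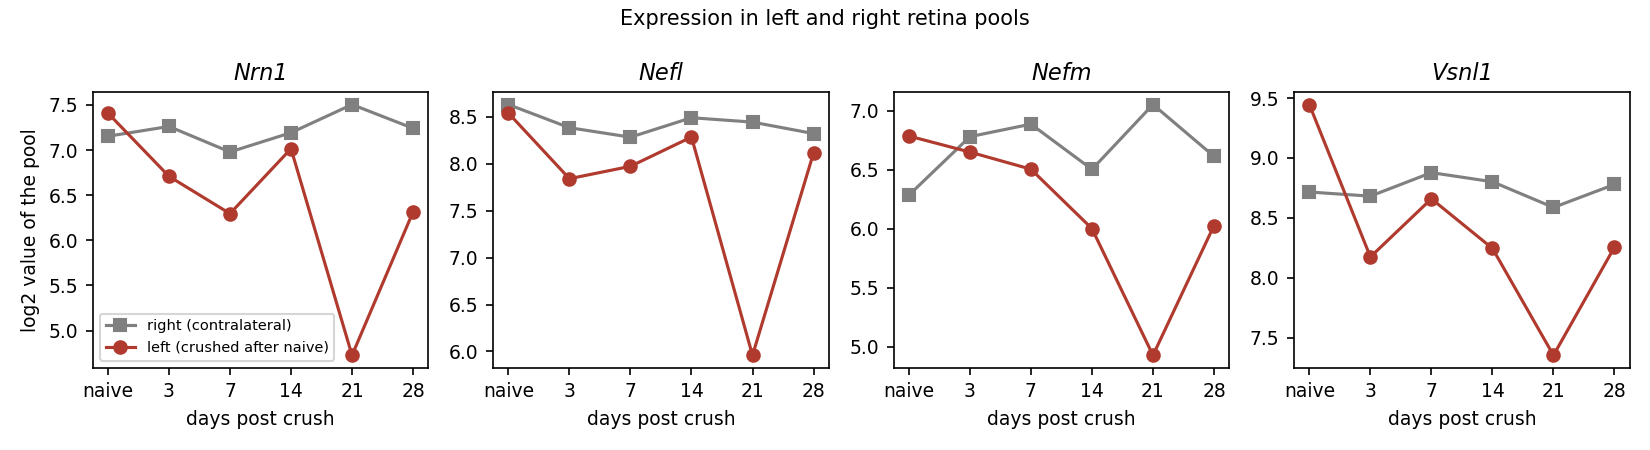
Log2 value of Nrn1, Nefl, Nefm and Vsnl1 (vertical axis) in the left (red) and right (grey) retina pools of naïve mice and at 3 to 28 dpc (horizontal axis). Each point is 1 pool of 5 retinas, so there is no error bar, and the crushed pool of 21 dpc has the lowest value of each gene.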

ON clusters associated with neuronal loss and regeneration identified from the ON cluster tables (Tables 3 and 4) included positive regulation of axonogenesis, regulation of synaptic plasticity, neuron projection, synaptic transmission and neurofilament cytoskeleton organization (Figure 2).

Neuron projection and synaptic transmission clusters both identified key genes called synaptotagmins *(Syt)* that participate in axonal regeneration, including synaptic projection and proper axonal targeting. Expression of *Syt* genes was elevated in the ON at 21 dpc (Figures 2C, D).

By analyzing the retina and ON simultaneously, we were able to observe the temporal response of gene expression in the retina and ON individually as well as in comparison to each other. Neurofilament (NF) genes were identified in most of the retinal and optic nerve clusters. Decreased expression of neurofilament medium (*Nefm*) and light chain (*Nefl*) genes in the retina at 3 and 21 dpc (Figure 1) preceded neuronal loss after axonal damage (Additional file 1: Figure S1B). However, by 28 dpc *Nefm* and *Nefl* expression was elevated in the ON (Figures 2C and E). This pattern of NF expression is consistent with previous studies identifying NF dysregulation during neurodegeneration [61-74].

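The neurofilament light chain gene Nefl fell by 2.48 log2 at 21 dpc (SE 0.14, limma adjusted p = 1.17e-07) from an uncrushed level of 8.44 ± 0.12 (SD, n = 7 pools), and its microarray ratio was 0.178. Nefm, the medium chain gene, fell by 1.77 log2 at 21 dpc (SE 0.20, limma adjusted p = 5.34e-04) from 6.70 ± 0.26, with a ratio of 0.229. At 3 dpc the ratio was 0.686 for Nefl and 0.913 for Nefm. Against the uncrushed pools these were differences of -0.60 log2 (SE 0.14, limma adjusted p = 0.112) and -0.05 log2 (SE 0.20, limma adjusted p = 0.995), and neither passed. The heavy chain gene Nefh had a ratio of 0.451 at 21 dpc, -0.79 log2 from uncrushed retina (SE 0.16, limma adjusted p = 0.0837). At 28 dpc the ratios of Nefl, Nefm and Nefh were 0.866, 0.666 and 0.954, and none of the 3 passed. The Nefm ratio was 1.42 in the naïve pair, where Nefl had 0.939.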

### Validation of key target genes having differential expression by qRT-PCR

Analysis of pooled microarray samples does not account for the potential variations that exist between samples and may mask individual sample differences. To confirm individual samples follow the same trend of expression as the microarray data, we used qRT-PCR to determine the expression levels of target genes in each sample. For the retina, we verified two genes (*Nrn1* and *Vsnl1*) that have been previously identified as RGC markers [75,76]. 

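In the microarray ratios, Vsnl1 stood at 1.66 in the naïve pair and at 0.703, 0.859, 0.425 and 0.696 at 3, 7, 21 and 28 dpc. Like Nrn1 it was lowest at 21 dpc. The naïve ratio rests on a left pool that stood apart in Vsnl1, at 9.45 log2 beside 8.88 in the next uncrushed pool. That pair enters the correlation over 6 pairs. At 14 dpc, where the Nrn1 ratio lay nearest to 1 after crush, the log2 ratio of Vsnl1 was -0.56, below its values at 3, 7 and 28 dpc. That order depends on the contralateral pools, since against the 7 uncrushed pools Vsnl1 stood lower at 3 dpc than at 14 dpc. The log2 ratios of Nrn1 and Vsnl1 over the 6 pairs of pools had a Pearson r of 0.820 (exact permutation p = 0.0819, both directions counted) and a Spearman rank correlation of 0.6 (exact permutation p = 0.242). Without the naïve pair and 21 dpc, the pairs farthest from the median of Nrn1, r was -0.292 over 4 pairs. Leaving out the extremes narrows the range of Nrn1, which lowers r whether or not the genes are related, so this value decides nothing. No other pair of genes was compared in this way. The qRT-PCR samples are not analysed here.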

*Nrn1* had similar expression patterns as *Vsnl1* (Figure 3A and B, respectively), and expression of each gene was significantly correlated with the corresponding microarray ratios (*Nrn1* R^2^ = 0.96, *Vsnl1* R^2^ = 0.73) (p < 0.05) (Additional file 4: Tables S2A and B). Both genes displayed a biphasic level of expression with significantly decreased expression from basal naïve levels at 3 and 21 dpc and modestly decreased expression at 14 dpc (p < 0.05, n = 5) (Figure 3).

**Figure 3:**
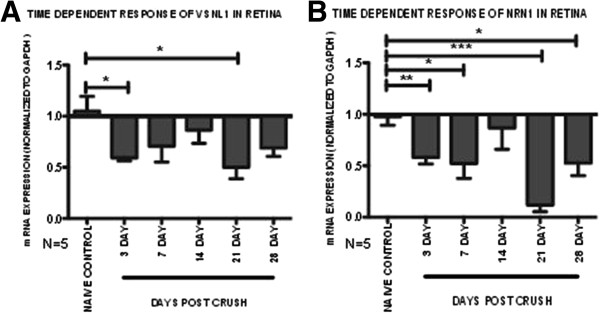
**mRNA expression patterns of selected retinal genes following ONC insult.** Pooled microarray mRNA expression changes were validated in individual samples by qRT-PCR. Relative fold change in each sample was determined based on a 2 fold exponential using mRNA expression values normalized to Gapdh and the contralateral control eye. Fold values of each gene presented as mean ± SEM. **(A)** Visinin like 1 (*Vsnl1)* and **(B)** Neuritin 1 (*Nrn1).* Statistical significance for each time-point determined by one-way ANOVA -Tukey *post hoc* test, * p < 0.05, ** p < 0.01, *** p < 0.001, n = 5.

In the ON dataset, *Nrn1*, synaptotagmin 1 (*Syt1*) and synaptoporin (*Synpr)* expression levels were validated by qRT-PCR. We observed significantly increased expression of *Nrn1* at 28 dpc versus all time-points (p < 0.05, n = 5) (Figure 4A). The qRT-PCR results significantly correlate with the microarray data (R^2^ = 0.86, p < 0.05) (Additional file 4: Tables S2A and B). *Syt1* expression was significantly up-regulated at 21 dpc (p < 0.05, n = 5), in contrast to all the other time points (Figure 4B). These results were similar to *Syt1* microarray ratios, in which *Syt1* expression was elevated only at the 28 dpc period. The shift in the time course of gene up-regulation is most likely due to various individual samples that were masked in the pooled microarray samples. Therefore, the linear regression correlation between both sets of data was less than 0.5 (R^2^ = 0.07) (Additional file 4: Tables S2A and B). Increased expression of synaptoporin (*Synpr*) was observed at 28 dpc (Figure 4C) and correlated significantly with gene microarray ratios (R^2^ = 0.71, p < 0.05, n = 5) (Additional file 4: Table S2B). Expression of *Synpr* has been shown in neurons while *Syt1* has been shown in both neurons and is critical in fusion events of astrocytes [77-81]. In addition to synapse formation, *Syt1* has also been shown to regulate the formation of axonal filopodia and branching [80]. The induction of both *Synpr* and *Syt1* expression may be related to synaptic vesicle fusion and release, and the roles of both genes in ONC need to be further explored.

**Figure 4:**
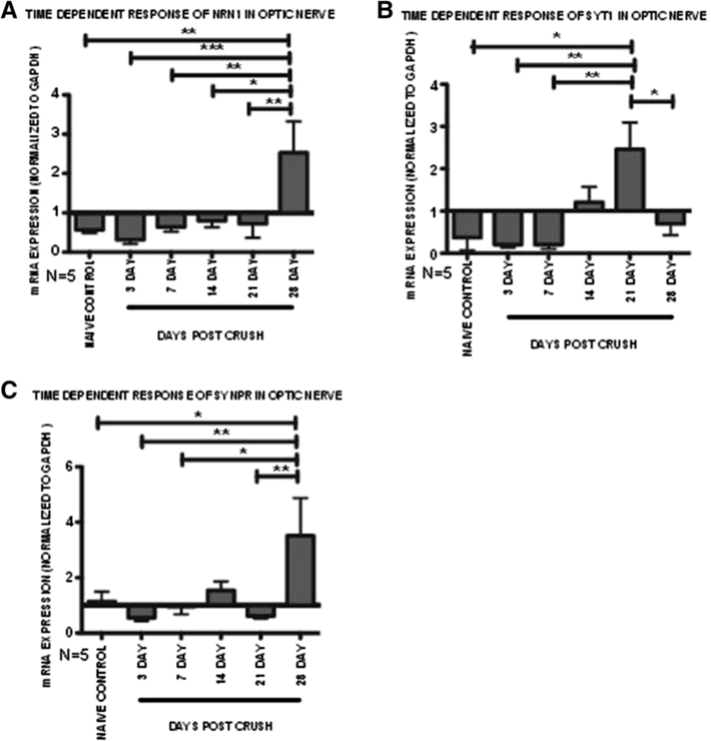
**mRNA expression patterns of selected optic nerve genes following ONC insult.** Pooled microarray mRNA expression changes were validated in individual samples by qRT-PCR. Relative fold change in each sample was determined based on a 2 fold exponential using mRNA expression values normalized to Gapdh and the contralateral control eye. Fold values of each gene presented as mean ± SEM. **(A)** Neuritin 1 (*Nrn1*), **(B)** Synaptotagmin 1 (*Syt1*) and **(C)** Synaptoporin (*Synpr*). Statistical significance for each time-point determined by one-way ANOVA -Tukey *post hoc* test, * p < 0.05, ** p < 0.01, *** p < 0.001, n = 5.

### Immunohistochemical analysis of validated gene targets

Whole retinas were utilized for microarray analysis, potentially masking the changes specific to the RGCs, as they comprise only about 0.5% of the whole retina [82]. To determine temporal protein expression patterns occurring specifically within the RGCs of the GCL, we performed retinal immunostaining. We first tested the expression of Brn3a (brain-specific homeobox/POU domain protein 3A), a well-known marker for RGCs [57,83,84]. As expected, we observed a progressive decrease in Brn3a expression after ONC within the GCL (Figure 5A and D). These results demonstrate a temporal decline in RGCs after axonal injury.

**Figure 5:**
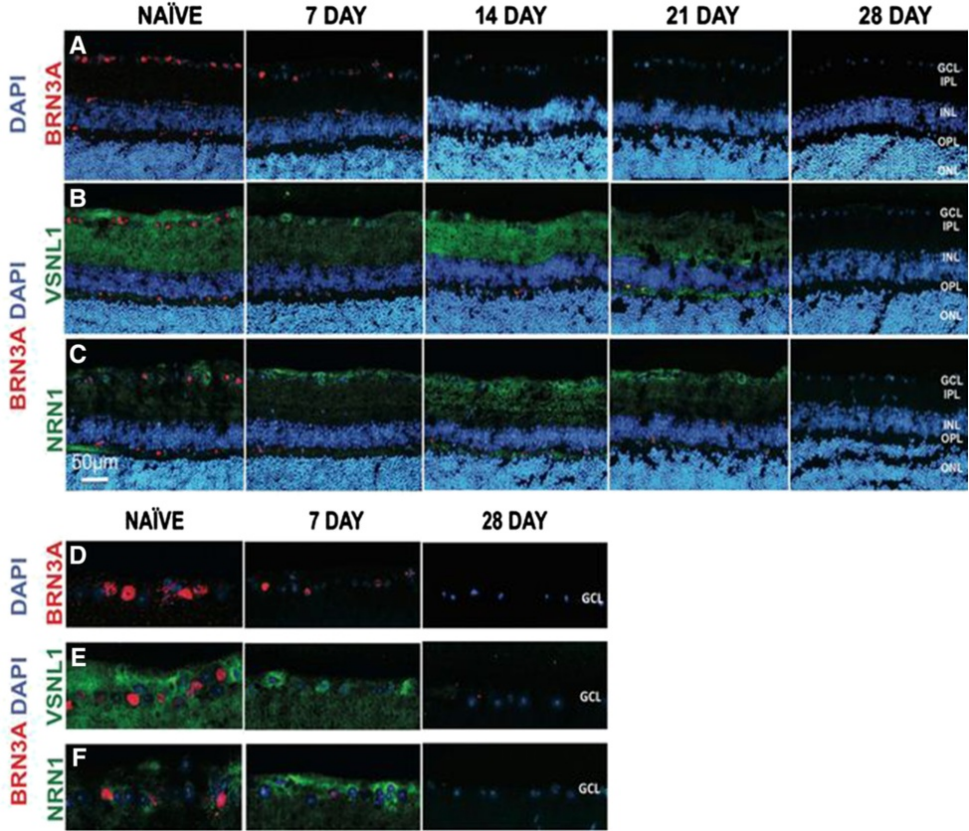
**Expression of Brn3a, Vsnl1 and Nrn1 in the retina following ONC.** Progressive loss of RGCs observed with Brn3a and a biphasic pattern of expression observed for Vsnl1 and Nrn1*.* Time course of retina sections from naïve, 7, 14, 21 and 28 dpc (days post crush) are indicated on the top of the panel. Fluorescence micrographs of retinal tissue sections were immunolabeled with: **(A)** Brn3a (red), **(B)** Vsnl1 (green) and **(C)** Nrn1 (green). Zoomed 50μm length images of the GCL from each of the respective panels above were cropped to show RGC specific staining for naïve, 7 and 28 dpc: **(D)** Brn3a (red), **(E)** Vsnl1 (green) and **(F)** Nrn1 (green). Blue staining indicates DAPI labeled nuclei and all panels show red immunostaining for Brn3a. Scale bar = 50 μm, n = 3. Photomicrographs were captured at 400X original magnification.

Retinal immunostaining for Vsnl1 and Nrn1 proteins confirmed apparent temporal changes in protein expression after ONC. Within the naïve retinal sections, approximately 50% of the GCL cells were positive for Vsnl1/Brn3a and 47% were positive for Nrn1/Brn3a (Figure 5E and F). A biphasic protein expression pattern was observed for Vsnl1 with decreased expression in the nerve fiber layer (NFL) and inner plexiform layer (IPL) at 7 dpc, increased expression at 14 dpc compared to the naive retina, and a complete loss of expression by 28 dpc (Figure 5B). Focusing on the GCL, the staining pattern also changed at 7 dpc and became more cytoplasmic, in contrast to the diffuse pattern observed in the naïve retinas (Figure 5E). These data verify the *Vsnl1* mRNA expression data (Figure 3A).

A similar biphasic expression pattern was observed for Nrn1 with peak expression at 14 dpc (Figure 5C) and increased nerve fiber layer staining pattern with the GCL at 7 dpc (Figure 5F). Compared to Vsnl1, Nrn1 immunostaining was observed in the ganglion cells and NFL, but not as extensively within the IPL. In addition, previous studies of retinal *Nrn1 in-situ* hybridization exhibited predominant expression within the ganglion cell layer [85], which agrees with our IHC study.

Temporal Syt1, Synpr and Nrn1 protein expression patterns were determined in longitudinal sections of the ON. Images were examined at each time point for each protein as represented by Figure 6A. At 7 dpc, all proteins were individually co-labeled with Nfl to show localization of the axons and the pattern of staining for each protein within the ON (Additional file 5: Figure S3 G-I). The expression pattern of Synpr and Nrn1 was not as intense as Syt1 (Additional file 5: Figures S3 G-I) but still colocalized with Nfl staining. In contrast, the staining pattern of Syt1 colocalized with Nfl and also within the cells surrounding the ON axons (Additional file 5: Figure S3 G). Increased expression of Syt1 was evident at 14, 21 and 28 dpc (Figure 6B and C). Elevated levels of Syt1 were seen within the cytoplasmic region of ON cells through the time course post crush (Figure 6B). Synpr protein expression within the ON was evident at 21 and 28 dpc (Figure 6D and E). Similar to Syt1 expression, Synpr cytoplasmic staining was observed within the ON cells (Figure 6D). The temporal protein expression pattern of Syt1 and Synpr followed the mRNA expression patterns (Figure 4B and C).

**Figure 6:**
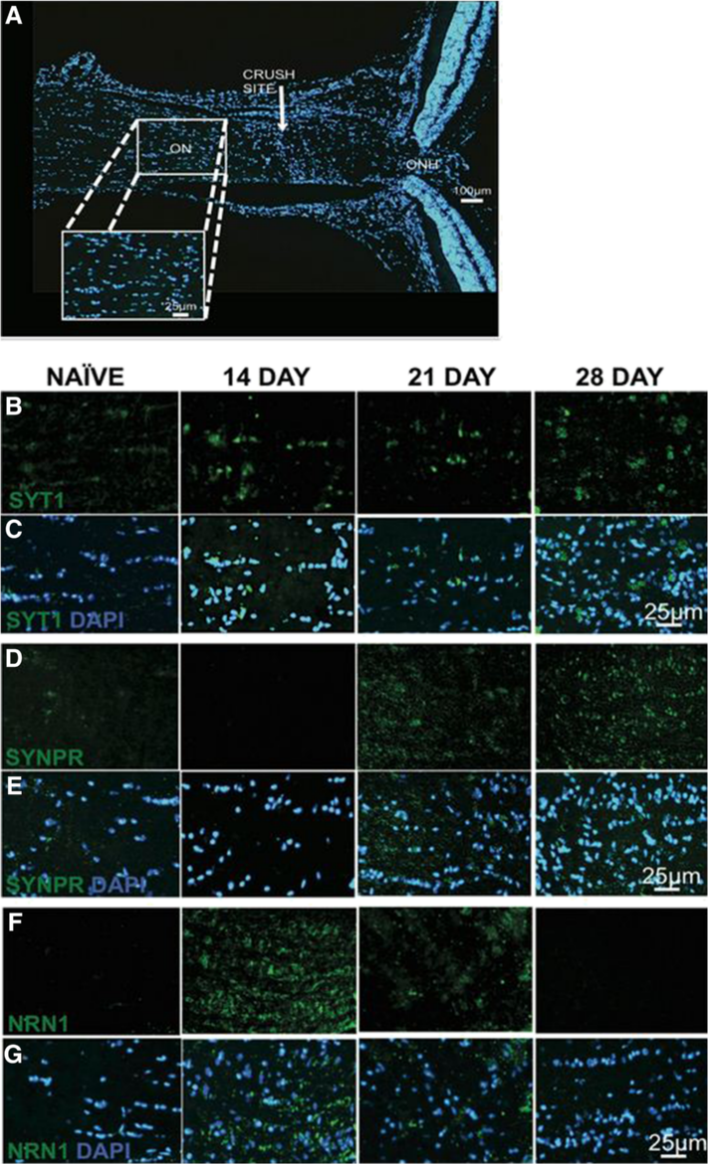
**Expression of Syt1, Synpr and Nrn1 in the optic nerve following ONC.** Differential protein expression of Syt1, Synpr and Nrn1 observed within cytoplasmic region of ON cells following trauma. Optic nerve sections from naïve, 14, 21 and 28 dpc (days post crush) are indicated on the top of the panel. **(A)** Illustrative images captured at each time point for each protein. Fluorescence micrographs of optic nerve tissue sections were captured at 600x magnification and immunolabeled with: **(B)** Syt1 (green), **(C)** Syt1 and DAPI, **(D)** Synpr (green), **(E)** Synpr and DAPI, **(F)** Nrn1 (green) and **(G)** Nrn1 and DAPI. Blue staining indicates DAPI labeled nuclei. (Scale bar = 100 μm (100x), 25 μm (600x), n = 3). Photomicrographs were captured at 600x original magnification for the selected ON genes.

In contrast to Syt1 and Synpr, Nrn1 ON protein expression levels (Figure 6F and G) did not match mRNA expression data (Figure 4A). Increased expression of Nrn1 was observed at 14 and 21 dpc (Figure 6F), while increased mRNA expression was observed at 28 dpc (Figure 4A). The offset in the time course for protein expression compared to mRNA expression can be expected due to both mRNA half-life stability and rates of protein synthesis to degradation.

## Discussion

Signaling pathways involved in RGC degeneration are quite complex, and identifying correct target molecules that can mitigate neuronal degeneration and failed regeneration are necessary to develop new neuroprotection strategies. We utilized the ONC mouse model to understand the mechanisms involved in RGC death. ONC directly damages the ON, leading to a progressive loss of RGCs. We identified temporal gene expression changes in the retina and ON after ONC. Key genes associated with neuronal loss and regenerative failure were identified in both retina and ON, and the expression changes were validated by qRT-PCR and immunostaining.

Previously it has been shown that genetic background has an influence on susceptibility to neuronal damage in different inbred mouse lines after neurodegenerative stimuli [20]. C57BL/6 mice are more resistant to ONC, while BALB/c mice are more susceptible to this axonal injury. However, both strains display similar susceptibility to spinal cord injury [20,86]. The differences observed between strains could be partly due to variability in immune response, differences in neuronal stress pathways, and/or activation of alternate cell death pathways [20,87]. In addition, albino rodents are more susceptible to light-induced retinal damage, causing photoreceptor cell death and subsequent retinal degeneration [88,89]. However, retinal degeneration not induced by external factors has not been previously reported in BALB/cJ mice. Thus, our BALB/cJ ONC model is extremely useful for studying the potential mechanisms underlying neuronal cell death due to its susceptibility to crush injury.

Previous ONC studies have observed changes in gene expression within the retina [22,46,90-93] and glial based responses within the ON [29]. Analyzing the retina and ON simultaneously allowed the identification of individual clusters related to neuronal loss and regenerative failure within each tissue separately as well as allowed us to observe the temporal response of gene expression occurring in both the ON and retina with progressive injury to these two tissues.

Neurofilament genes were identified in both the retina and ON datasets. Atypical accumulations of NFs are associated with several neurodegenerative disorders [61-74], and dysregulation of NFs and NF aggregation accompany axonal damage after CNS trauma. NFs have also been associated with CNS diseases and axonal degenerative processes [94]. We show temporal differences in neurofilament expression between the retina and ON suggesting crucial gene changes occur after trauma in the retina and ON. There is progressive decline of retinal *Nfl* expression compared to the elevated expression within the ON out to 28 dpc. These results are consistent with a model in which axonal damage precedes retinal neuronal degeneration and accumulation of damage associated genes occurs within the ON before soma degeneration. The changes in expression patterns identified in our ONC model correlate with previous studies identifying NF dysregulation during neurodegeneration [61-74].

The RGCL comprises multiple cell types including RGCs, amacrine cells, astrocytes, microglia, and vascular cells that interact with the RGC somas. After ONC, these cells also initiate degenerative pathways causing RGC apoptosis [95,96]. Thus, the deregulation of genes observed within the retina is not restricted to RGCs and also represent gene expression of the surrounding cells. 

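Genes of several cell types around the RGCs moved in the crushed retina. Of 28 microglia and macrophage genes, the lysosomal gene Cd68 rose at 3 dpc, by 0.79 log2 (SE 0.14, limma adjusted p = 0.0200), and the lysozyme gene Lyz2 at 7 dpc, by 1.12 log2 (SE 0.16, limma adjusted p = 0.00382). Adjusted over the list alone, 7 rose at each of these time points, and none fell. The crushed pool of 7 dpc also held higher medians of housekeeping, bipolar cell and resting Müller glia genes than any uncrushed pair, and histone genes that fell. Of 18 complement genes, Serping1, an inhibitor of the first complement component, rose at 3 dpc by 1.23 log2 (SE 0.18, limma adjusted p = 0.00448). Over 5 pairs the mean log2 ratio was 0.14 for microglia and macrophages (SD 0.09, higher in 5 of 5 pairs, limma's camera, adjusted p = 9.33e-07, and adjusted p = 0.201 with an estimated correlation) and 0.14 for complement (SD 0.06, higher in 5 of 5, camera from limma, adjusted p = 2.29e-04, and adjusted p = 0.201 with an estimated correlation). Among 18 endothelial cell and pericyte genes, Acta2, the smooth muscle actin, rose by 1.29 log2 at 3 dpc and 1.11 log2 at 21 dpc (SE 0.15 at each), and Kdr, a receptor of vascular endothelial growth factor, rose by 0.84 log2 at 7 dpc (SE 0.12). The list's mean over 5 pairs was 0.04 (SD 0.05, camera from limma, adjusted p = 0.613). Its median log2 ratio was -0.002 at 3 dpc, -0.08 at 7 dpc and -0.02 at 21 dpc. In the crushed pools of 3 and 21 dpc Mlana, a gene of pigmented cells, also rose, by 0.94 and 0.95 log2. Corneal and surface epithelium genes had a median of 0.19 at 3 dpc, beyond the uncrushed maximum of 0.17, and -0.01 at 21 dpc. The cell source of Acta2 and of Kdr was not tested.
Amacrine cells, of which many are displaced into the ganglion cell layer, had a median log2 ratio of -0.11 at 21 dpc over 22 genes, inside the range of the uncrushed pairs. Of these 22, 0 passed limma at 21 dpc, with 3 lower at an unadjusted p under 0.05 and 1 lower adjusted over the list alone. Calb2, which encodes calretinin of amacrine cells and some RGCs, had a ratio of 0.413 (limma adjusted p = 0.0578). The amacrine mean over 5 pairs was -0.03 (SD 0.08, camera from limma, adjusted p = 0.438). At 21 dpc the median log2 ratios were 0.09 for 18 rod, 0.09 for 14 cone and 0.08 for 17 bipolar cell genes. No gene of these 3 lists passed limma at 21 dpc, with 0, 2 and 0 at an unadjusted p under 0.05. Over 5 pairs their means were 0.02, 0.02 and 0.02 (SD 0.06, 0.05 and 0.09, camera from limma, adjusted p = 0.638, 0.673 and 0.689). The 16 genes of resting Müller glia had a mean of 0.08 (SD 0.10, limma's camera, adjusted p = 0.0184, and adjusted p = 0.555 with an estimated correlation), a call lost without the pair of 7 dpc (0.04). The synaptic vesicle list of 22 genes had a mean of -0.04 (SD 0.10, camera from limma, adjusted p = 0.242), and its member Cplx1, a complexin of vesicle release, had a ratio of 0.455 at 21 dpc (limma adjusted p = 0.0734).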

Glial fibrillary acidic protein (*Gfap)*, a marker of astrogliosis, is up-regulated after CNS trauma and is used as a universal index of retinal injury [34,96]. 

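Gfap was higher in the left than in the right retina in all 6 pairs of pools, the naïve pair included. Its microarray ratio was 1.42 in the naïve pair, 1.71 at 3 dpc, 1.38 at 7 dpc, 1.82 at 14 dpc, 1.39 at 21 dpc and 1.07 at 28 dpc. Over the 5 pairs after crush the mean log2 ratio was 0.54 (higher in 5 of 5 pairs, limma adjusted p = 0.214), which did not pass the Benjamini-Hochberg threshold. Its moderated SE from limma was 0.10, smaller than the spread of the pairs gives. The uncrushed level of Gfap was 5.20 ± 0.38 log2 (SD, n = 7 pools), and the crushed pool of 3 dpc was 0.73 log2 above it (SE 0.28, limma adjusted p = 0.588). The naïve left pool differed from the other uncrushed pools in myelin genes: 14 of 15 had their highest level of the 12 pools there. Fabp7, which encodes the brain fatty acid binding protein of radial and other glia, was chosen after the values were seen. Its level in the naïve left pool was 2.73-fold that in the other 6 uncrushed pools. In the naïve pair the median log2 ratio was -0.01 for reactive glia and -0.03 for resting Müller glia genes, so these lists did not share the difference. The pool of 3 dpc held no such excess of myelin genes, with a median log2 ratio of 0.10.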

*Gfap* is initially up-regulated after ONC [35,36] and showed a similar expression pattern in our retinal dataset. After injury of CNS axons, glial responses around the affected area are increased, and this may contribute to trauma-induced neurodegeneration [97]. By identifying key clusters associated with degeneration of neurons and axonopathy, we were able to isolate potential target genes (*Vsnl1, Nrn1, Syt1, Synpr).*

*Vsnl1* gene is a member of the neuronal subfamily of EF-hand calcium sensor proteins. These proteins play vital roles in cellular signal transduction and neuroprotection/neurotoxicity and have been implicated in neurodegenerative diseases [98,99]. Vsnl1 is predominantly expressed in isolated immuno-panned rat RGCs [75] and has also been shown to specifically label the inner retina (amacrine and RGCs) and the inner plexiform layer of rat, chicken, and bovine retinas [100]. 

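Vsnl1, which encodes the calcium sensor visinin-like 1, fell at 21 dpc by 1.49 log2 against the 7 uncrushed pools (SE 0.22, limma adjusted p = 0.00706). The uncrushed level was 8.84 ± 0.28 log2 (SD, n = 7 pools) and that of the crushed pool 7.35. At 3, 7, 14 and 28 dpc the difference was -0.67, -0.18, -0.60 and -0.59 log2 and did not pass (limma adjusted p = 0.451, 0.897, 0.999 and 0.759). As pairs, the 5 crushed pools were lower than their contralateral pools 5 of 5 times. The mean log2 ratio was -0.61 (limma's moderated SE 0.11, smaller than the spread of the pairs gives, limma adjusted p = 0.220), which did not pass. The naïve left pool, with its higher myelin genes, held 1.63-fold more Vsnl1 than the other 6 uncrushed pools (limma adjusted p = 0.0481).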

In our study, expression of the *Vsnl1* gene was down-regulated after ONC, which may prevent the survival of RGCs. Although the precise functional roles of *Vsnl1* are still unclear, Vsnl1 proteins may play key roles in membrane trafficking, neuronal signaling, and differentiation [99]. As ON axonal transport is inhibited after ONC, decreased levels of *Vsnl1* may contribute to the deleterious effects on axonal transport mechanisms seen in ONC.

Functionally, Nrn1 acts as a ligand to the insulin receptor [101] and cleavage of the GPI anchor by phospholipase C allows the soluble secreted form to be cell independent [102]. The GPI membrane bound anchor of Nrn1 allows growth promotion as it can stimulate axonal plasticity, dendritic arborization, and synapse maturation in the CNS [60,102]. Conditional knockout of the *Nrn1* gene delays development, maturation of axons and dendritic arbors, synaptic maturation, and effective learning [103]. Neurotrophins such as nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF) and neurotrophin-3 (NT-3) as well as neuronal activity can potentiate the expression of *Nrn1*[104,105]. NGF induces expression of *Nrn1*, which increases neurite outgrowth in a variety of experimental models [104,106,107]. Our studies suggest that after axonal insult, RGCs initially increase *Nrn1* expression for axonal regeneration to overcome obstructed transport mechanisms. These regenerative supportive mechanisms are lost 14 dpc because by then most of the RGCs have been damaged, and the survival of these neurons has progressively decreased. The correlation of retinal protein expression of Nrn1 at 14 dpc mimics the elevated expression of Nrn1 at the same time-point within the ON. Taken together, these data suggest that the dynamic regulation of *Nrn1* may be an effort for axonal regeneration after ONC.

The relative abundance of protein expression may not be proportional to the relative mRNA levels. This lack of correlation in mRNA and protein expression levels could be due to mRNA stability and/or rates of protein synthesis and/or degradation. The slight increase in retinal mRNA expression at 14 dpc (compared to 3 and 7 dpc) is maybe increasing the translation of the Nrn1 within the RGCs soma and Nfl, which is then transported downstream to the ON axons.

The optic nerve includes not only the axons of the RGCs but also astrocytes, microglia, and oligodendrocytes that interact with RGC axons as well as each other [29]. Thus, the expression of genes observed within the ON may represent the beneficial or detrimental effects of neighboring cells surrounding the RGC axons. Differentially regulated genes within the ON expression microarray also identified other key genes associated with synaptic transmission (*Syt1* and *Synpr*) and synaptic plasticity gene (*Nrn1)* that participate in axonal regeneration, including synaptic projection, and proper axonal targeting.

A collection of signaling mechanisms link both axonal tips and dendritic terminals to neuronal soma and nucleus by motor-dependent transport machineries. Signaling complexes could be transported either in endosomes, or as non-endosomal complexes associated with importins and dynein [108]. Essential membrane components of synaptic vesicles and synaptic transmission associated proteins are translated in the soma and get transported to the growing distal ends of extending neurites after crush injury [109,110]. In addition, synaptic vesicles are localized to small vesicles within the neuron, particularly in neuronal axonal processes [111]. Eventually, as axonal transport is inhibited after ONC due to glial scarring [5,13], there is decreased transport of proteins involved in neuroprotection and synaptic plasticity. This causes deleterious effects, eventually leading to decreased synaptic plasticity and transmission at distal ends.

Syt proteins act as synaptic calcium sensors for vesicle fusion in conjunction with SNAREs that facilitate intracellular membrane fusion events [112-114]. Syts have a conserved mechanism of action and are crucial for neuronal Ca^2+^-triggered vesicle fusion [115]. Previous studies have shown *Syt1* to participate in axonal regeneration, including synaptic projection and proper axonal targeting [80,116]. In our study, Syt1 was identified in ON neuron projection and synaptic transmission clusters*.* It appears that the ON attempts to initiate synaptic projection following ONC trauma as shown by the biphasic mRNA and protein expression of Syt1.

Similarly, *Synprs* are essential membrane components of synaptic vesicles [79]. *Synpr* has restricted distribution within the CNS and is present in the telencephalic structures, hippocampus, olfactory bulb, and retina [77,117-119]. *Synpr* plays potential roles in the modulation of synaptic transmission and specificity to neuronal circuitry [79]. Increased protein expression of Synpr in the ON was observed at 21 and 28 dpc. The induction of both Synpr and Syt1 expression may be related to synaptic vesicle fusion and release. After trauma, these synaptic vesicles get transported to the growing distal ends of extending neurites [109,110]. Eventually, as the RGCs are trying to overcome regenerative failure, they may increase expression of Syt proteins within their axons in attempt to induce synaptic plasticity and transmission at distal ends. Elevated expression of Synpr and Nrn1 suggests they are mediating synaptic differentiation as synaptic organizing proteins, but the deregulation of mRNA expression and eventually protein expression may be a futile attempt at ON regeneration in late pathogenesis.

We have explored temporal gene expression changes after ONC axonal injury that can be extrapolated to other CNS traumas. Although there are gene expression differences between the retina and brain, similar differences also occur within discrete regions of the brain as each part of the brain has different motoric, sensory, and cognitive functions. For example, gene expression in the cerebellum differs the most from the other regions of the brain [120,121] and has also been reported in inbred strains of mouse brain [122]. In addition, inter-individual differences have also been reported within a species [121]. As is the case while studying any trauma or disease model, only a generic evaluation can be made in terms of relevance to other regions in the CNS. In conclusion, the ONC model has identified two key mechanisms of CNS trauma and neurodegeneration: neuronal loss and regenerative failure. Dysregulation of *Vsnl1*, *Syt1*, *Synpr* and *Nrn1* gene expression may play an important role in neurodegeneration and potentially provide unique targets for intervention.

## Conclusions

The current study delineates the gene expression profile associated with neurodegeneration and regenerative failure after ONC-induced CNS trauma. CNS trauma causes degeneration of neurons and axonopathy, which is evident in neurodegenerative diseases such as Parkinson’s, Alzheimer’s, and glaucoma [1-5]. The susceptibility of the neurons to acute axonal injury allowed the identification of gene expression changes that occur before neuronal loss. Using the reproducible ONC model of CNS trauma, we were able to: (a) examine gene expression changes within the retina and ON, and (b) visualize protein expression patterns of key selected genes associated with neuron loss and regenerative failure within the retina and ON after ONC. BETR analysis of microarray gene expression data was utilized to show that a select small subset of genes was affected at multiple time points following ONC. Bioinformatic meta-analysis identified gene clusters associated with regenerative changes, synaptic plasticity, axonogenesis, neuron projection, and neurodegeneration. A neurite synaptic plasticity gene (*Nrn1*), synaptic vesicle fusion genes (*Synpr* and *Syt1*), and neuron differentiation associated gene (*Vsnl1*) were a few of the key temporally regulated genes identified in our study. In conclusion, analysis of these gene arrays and protein expression patterns allowed the detection, quantification and visualization of key differentially regulated genes after ONC. This study has identified potential pathogenic genes and possible new therapeutic targets to address two key mechanisms of CNS trauma: neuronal loss and regenerative failure.

## Methods

### Animals

BALB/cJ mice aged 2–4 months were utilized for all the experiments and were obtained from the Jackson Laboratories (Bar Harbor, ME). The mice were housed and maintained in a 12-hour light/dark cycle and fed ad libitum. All procedures were performed in accordance with Association for Research in Vision and Ophthalmology Statement on the Use of Animals in Ophthalmic and Vision Research and the University of North Texas Health Science Center (UNTHSC) Institutional Animal Care and Use Committee regulations (IACUC protocol # 2011/2012-58-A04, approved October 8th 2012).

Mice were divided into three separate groups according to the experiment. The time course of the ONC included six different time-points (naïve (0), 3, 7, 14, 21 and 28 dpc). To determine the percentage of neurons surviving after crush, 8–9 mice per time-point were used for retinal Nissl staining. For the microarray studies and qPCR validation, 5 mice were used per time-point. After the retinal and ON tissues were harvested, the samples were divided into two parts. cDNA was made from half of each individual sample for qPCR validation, while the remaining portion of samples were pooled to generate one sample for each experimental time point. Microarray analysis was performed on control and ONC retina and ON samples for each time point. To qualitatively identify protein expression, three mice per time-point were utilized for IHC.

### Optic nerve crush model

The ON of the left eye was crushed 0.5 mm posterior from the globe for 4 seconds using the Nickell’s technique [19]. Briefly, mice were anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) and an incision was made along the superior orbital margin. The ON (left) was exposed and crushed using a self-closing jeweler’s forceps to ensure reproducibility and constant force. Extreme care was taken not to damage the ocular blood vessels. Indirect ophthalmoscopy was performed to ensure retinal circulation was not blocked. The contralateral eye was used as the uncrushed control.

### Characterization of optic nerve crush model

To quantify cell loss from the retinal RGCL, retinas from fixed eyes were dissected, flat mounted and Nissl stained with cresyl violet stain as previously described [19,87,123]. Eyes were fixed in 4% paraformaldehyde in phosphate buffered saline (PBS; 0.1M phosphate and 100mM NaCl buffer (pH 7.4)) for an hour at room temperature. After fixation, the eyes were rinsed with PBS, and the posterior cup isolated and placed in 0.3% Triton-X 100 PBS for 16 hours at 22°C. The tissues were then placed in 3% H_2_O_2_ and NaH_2_PO_4_ overnight. The retinas were dissected, cut into four quadrants, and mounted RGC side up on positively charged glass slides (Fisher Scientific, Chicago, IL). The slides were then air dried and flattened with coverslips using 10 g weights. The dried retinas were stained with 1% cresyl violet acetate in 0.25% acetate for 30–45 seconds. After staining, the retinas were dehydrated in 90% and 100% ethanol and cleared with xylene to reduce background staining and mounted with a coverslip.

To determine the density of remaining RGCL neurons within each retina, two digital images from each quadrant (peripheral and mid-peripheral region - four quadrants/retina) were captured at 400 X magnification. A total of 8 images per retina were counted using Adobe Photoshop software. Cell counts were analyzed by comparing the experimental retinas against the contralateral control retinas (cell counts ± SD) at each time point. Quantification of percentage neuron survival following ONC from 3 to 28 dpc was performed. Data points (Additional file 1: Figure S1 B) represent mean ± SD of surviving neurons after crush normalized to contralateral control eyes. Statistics were determined using one-way ANOVA -Tukey *post hoc* test, ** p < 0.01, *** p < 0.001, n = 8-9 eyes/time-point.

### RNA processing

Fresh retina and ON samples (from the globe to the chiasm) were cleanly dissected without any contamination from surrounding tissue. In brief, after euthanization each globe was harvested from the mouse eye socket at the globe and optic nerve head (ONH) juncture. The globe was transferred to a clean petri dish and opened along the limbus. The retina was harvested from the posterior cup and the ONH removed using a trephine. For the ON, the skull was opened and each left and right ON between the globe and chiasm was harvested separately. All samples were collected in 1 ml of TRIzol (Invitrogen, Grand Island, NY) and homogenized using 5 mm steel beads in the TissueLyser LT (Qiagen, Valencia, CA) for five minutes at 50 oscillations/second. For phase separation 50 μl of BAN Phase Separation Reagent (Molecular Research Center, Cincinnati, Ohio) was added to the homogenized samples, and samples were centrifuged at 14,000 rpm for 15 minutes. The upper aqueous phase was transferred to an RNeasy mini column (Qiagen, Valencia, CA) and processed according to manufacturer’s protocol. The total RNA was re-suspended in 20 μl of nuclease-free water and quantified using the Thermo Scientific NanoDrop 2000 (NanoDrop products, Wilmington, DE). Integrity of the RNA was measured by calculating the RNA integrity number (RIN) using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA), and samples with RIN values greater than 7 were used for microarray analysis.

### Affymetrix gene chip arrays

For microarray analysis, 420 ng of RNA from each retina sample and 100 ng from each ON sample was pooled to a total of 2100 ng and 500 ng, respectively, and this was performed for each experimental and control group at each time point. Microarray hybridizations were performed at the University of Iowa DNA Core Facility. Total RNA (50 ng) was converted to SPIA (Single Primer Isothermal Amplification) amplified cDNA using the WT-Ovation Pico RNA Amplification System, v2 (NuGEN Technologies, San Carlos, CA). The amplified SPIA cDNA product was purified through a QIAGEN QIAquick PCR Purification column (QIAGEN). Five micrograms of this product were fragmented (average fragment size = 85 bases) and biotin labeled using the NuGEN FL-Ovation cDNA Biotin Module (NuGEN Technologies). The resulting biotin-labeled cDNA was mixed with Affymetrix eukaryotic hybridization buffer (Affymetrix, Inc., Santa Clara, CA), placed onto Affymetrix Mouse Gene 1.0 ST arrays and incubated at 45°C for 18 h with 60 rpm rotation in an Affymetrix Model 640 Genechip Hybridization Oven. Following hybridization, the arrays were washed, stained with streptavidin-phycoerythrin (Molecular Probes, Inc., Eugene, OR), and the signals were amplified with an anti-streptavidin antibody (Vector Laboratories, Inc., Burlingame, CA) using the Affymetrix Model 450 Fluidics Station. Arrays were scanned with the Affymetrix Model 3000 scanner with 7G upgrade, and data were collected using the using the GeneChip operating software (GCOS) v1.4.

### Bioinformatic analysis of gene expression datasets

Microarray data were imported into the Partek Genomics Suite 6.6 software (Partek Inc., Louis, MO) and normalized based on the robust multi-array average (RMA). To further confirm the purity of each extracted tissue, we examined the expression of retina specific genes in the ON tissue and ON genes in the retina tissue. There was greater expression of retina specific markers: *Rho*, *Nr2e3*, *Nrl* and *Crx* in the retinal samples, while these genes were at the lower limits of detection in the ON samples. Conversely, there was greater expression of myelin marker genes *Mag*, *Mobp*, *Mog*, *Mbp* and *Plp1* in the ON samples compared to the retina samples. In addition, we tested expression levels of *Rho* and *Mbp* by qPCR in both tissues (Additional file 6: Figure S4).

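The photoreceptor transcription factor genes Nrl and Crx had uncrushed levels of 9.71 ± 0.19 and 10.29 ± 0.13 log2 (SD, n = 7 pools) in the retina. Of the myelin genes, Mag stood at 4.79 ± 0.20, Mobp at 5.22 ± 0.29, Mog at 5.44 ± 0.30 and Mbp at 5.90 ± 0.33 log2. Probe sets differ in affinity, so these levels do not rank the genes against each other, and retina and ON levels were not compared. Over 5 pairs the mean log2 ratio of 15 oligodendrocyte and myelin genes was 0.02 (SD 0.08, camera from limma, adjusted p = 0.561). In the naïve left pool the mean level of the list was 5.54 log2, beside 4.90 to 5.04 in the other 11 pools. The ON samples are not analysed here.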

For the microarray analysis, the ONC samples were compared to the control samples and the microarray ratios and log_2_ fold values calculated at each time point. Up and down-regulated genes were identified for both datasets (retina and ON) with a selective filter of ≥1.5 and ≤ −1.5 fold values. The fold values were based on the *q-value* defined by the FDR analogue of the p <0.05. The genes were further analyzed using the publicly available bioinformatics software Database for Annotation, Visualization and Integrated Discovery (DAVID). Gene ontology (GO) based cluster analysis was performed to identify possible enrichment of genes (GO enrichment score calculated using a *χ*^2^ test) using differentially regulated genes per time point. The Fishers Exact p value is calculated by DAVID to identify GO enrichment based clusters and any p < 0.05 were considered to be significant based on the Benjamini multiple test correction and were enriched in the annotation category [124,125]. Neuronal clusters were identified at specific time points and their genes graphed temporally under each GO category.

### Identification of specific gene expression changes following ONC by Bayesian estimation of temporal regulation analysis

Analysis of time-course microarray data was performed using Bayesian Estimation of Temporal Regulation (BETR) analysis to account for any variations between individual samples within the pooled samples. The BETR expression probabilities were estimated using Probe Logarithmic Intensity Error with GC-background correction, a routine built into the Affymetrix Power Tools toolkit. Expression estimates for 11 housekeeping genes across all time-points were used to create a linear model between the average expression level and variance of each gene and housekeeping genes. This model was used to simulate additional readings for all estimated transcripts at each time point, which were subsequently used as additional inputs to the BETR [59] R package. From this algorithm output final BETR probabilities were determined for the total 18,786 genes identified within each of the retina and ON gene expression datasets (Additional file 3: Table S1 A, B). BETR probabilities ranged from 0 to 1 with 0 being the least significantly changed genes temporally and 1 being the most. Genes were then classified into frequency bins based on the range of BETR probabilities. Each frequency bin identified a range of 0.1 differences in BETR probabilities and bins ranged from the lowest 1 (BETR probability range of 0–0.1) to frequency bin 10 (BETR probability range of 0.9-1) (Additional file 3: Table S1A, B). We considered low BETR probabilities of frequency bins <5 to reflect no significant changes in gene expression, while high BETR probabilities (0.9-1.0) within frequency bin 10 to represent significant changes in gene expression over time.

### Microarray confirmation through real-time qRT-PCR

Quantitative real-time PCR (qPCR) was used to validate the temporal gene microarray expression ratios for the differentially expressed genes. From the retinal data sets, two genes (*Vsnl1* and *Nrn1*) were selected, while from the optic nerve data set, three genes were chosen (*Syt1, Synpr* and *Nrn1*) (Additional file 4: Table S2A). Reverse transcription was performed using the iScript™ cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA). Each sample (500 ng of RNA) was reverse transcribed as per manufacturer’s protocol. Gene specific primers were designed (MGI database) (Additional file 7: Table S3) and PCR products sequenced to confirm the specificity of each primer’s transcript (Genewiz Inc, NJ). qPCR was then performed in the BioRad CFX96 real time system (Bio-Rad Laboratories, Hercules, CA) using the SSoAdvanced™ SYBR Green master mix (Bio-Rad Laboratories, Hercules, CA). Cycles for the qRT-PCR were run as described in Additional file 8: Table S4. The cycle threshold (C_t_) was assigned as log_2_ of PCR amplification. Technical duplicates for each sample were averaged, and each ONC and control samples were normalized to their own *Gapdh* C_t_ values. The difference between the ONC sample (experimental) and control sample ΔC_t_ values was used to determine the relative fold change in each sample based on a 2 fold exponential. Control qRT-PCR reactions were performed in the absence of a cDNA template. Gene expression fold changes were graphed temporally for each dataset and compared to temporal microarray ratios from the Partek analysis. Statistical analysis for qPCR was performed using GraphPad Prism Software (Mean ± SEM) using one-way ANOVA (Tukey *post hoc* test) with a p < 0.05 considered statistically significant. Regression analysis was performed between qRT-PCR and microarray ratios, and the R^2^ coefficient of determination calculated and p < 0.05 were considered statistically significant (Additional file 4: Table S2 B).

### Immunohistochemistry

IHC was performed to validate protein expression of qRT-PCR confirmed genes and to localize target proteins in the retina and ON. Whole eyes were harvested and fixed in 4% paraformaldehyde for 2 hours at room temperature. After fixation, the tissue was placed in 20% sucrose overnight at 4°C and embedded in optical cutting temperature (OCT) the next day. Sections (10 μm) were cut using a cryostat (Leica Biosystems - Richmond, IL). Cross sections of retina were transferred to Superfrost glass slides (Fisher Scientific - Chicago, IL). Slides were incubated in PBS for 10 minutes and blocked with SuperBlock™ Blocking Buffer (Fisher Scientific, Chicago, IL) at room temperature for one hour. Primary antibodies (Additional file 9: Table S5) were diluted in Superblock™. Each slide was probed with the respective primary antibody and incubated overnight at 4°C. Sections were then washed 3 times with PBS for 10 minutes each and incubated with Alexa Fluor secondary antibody (Additional file 9: Table S5) for 1 hour at room temperature. Slides were rinsed three times with PBS and mounted with ProLong® Gold anti-fade reagent with DAPI (Molecular Probes, Grand Island, NY). Sections were observed and captured using a Nikon Eclipse Ti-U Microscope (Nikon, Melville, NY) containing the Nuance Multispectral imaging system and analyzed using Adobe Photoshop CS5 software. Negative control images of retina and ON sections with no primary antibody are presented in Additional file 5: Figures S3 A-F.

### Availability of supporting data

GEO Accession Number: Series GSE44708.

## Abbreviations

CNS: Central nervous system; SCI: Spinal cord injury; ONC: Optic nerve crush; RGC: Retinal ganglion cells; BETR: Bayesian Estimation of Temporal Regulation; DAVID: Database for Annotation, Visualization, and Integrated Discovery; MF: Molecular function; BP: Biological process; CC: Cellular component; NFL: Nerve fiber layer; GCL: Ganglion cell layer; DPC: Days post crush; OCT: Optical cutting temperature; PBS: Phosphate buffer saline solution; IHC: Immunohistochemistry; ANOVA: Analysis of variance; DAPI: 4′,6-diamidino-2-phenylindole; qRT-PCR: Quantitative real time polymerase chain reaction; NCBI: National center for biotechnology information; GO: Gene ontology; RIN: RNA integrity number

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

TPS performed the RNA extraction, tissue sample staining, bioinformatics Partek and DAVID analysis, qRT-PCR and correlation analysis of all optic nerve crush samples; including writing all sections of the manuscript. CM and YL both performed the optic nerve crush and subsequently CM did the Nissl stained retinal flat mount neuron survival analysis while YL prepared the immunohistochemistry sections. BF processed image data. DT performed differential expression analysis and AW analyzed the microarray data using the BETR analysis. AFC, RJW and TAB conceived the study, actively participated in the design and coordination of the study, reviewed all the data, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 A, B: Optic nerve crush (ONC) significantly reduces neurons in the retinal ganglion cell layer (RGCL). Click here for file

Additional file 2: Figure S2 A, B: Frequency distribution of genes altered following optic nerve crush. Click here for file

Additional file 3: Table S1 A, B: BETR probabilities based retinal and ON genes distributed within frequency bins. Click here for file

Additional file 4: Table S2 A, B: Microarray ratios and linear regression correlation values of selected target genes. Click here for file

Additional file 5: Figure S3 A-I: Naïve control images and expression of Syt1, Synpr, Nrn1 and Nfl in the ON at 7 days post crush. Click here for file

Additional file 6: Figure S4 A, B: Expression of tissue specific genes within normal retina and ON samples. Click here for file

Additional file 7: Table S3 Primers for key genes validated from the retina and optic nerve datasets. Click here for file

Additional file 8: Table S4 qRT-PCR cycles performed for confirming retina and optic nerve dataset gene expression levels. Click here for file

Additional file 9: Table S5 Antibodies against key proteins validated by IHC. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

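RNA from the retinas of BALB/cJ mice was measured on 12 Affymetrix Mouse Gene 1.0 ST arrays, 1 per pool of 5 retinas: left and right retinas of naïve mice, and crushed left and contralateral right retinas at 3, 7, 14, 21 and 28 dpc. The authors amplified the pooled RNA by SPIA, scanned the arrays with GCOS and summarised them in Partek Genomics Suite by RMA, with background correction, quantile normalization between arrays and a median polish per probe set. The deposited values are log2 values made in this way by the authors, and they were used without further scaling. A microarray ratio is 2 raised to the left minus right difference of the authors' deposited log2 values. The arrays gave no depth to count, and the median log2 value per pool and the correlations between pools are given with the description of the arrays.

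Of 35556 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 12146 none, and those with 1 symbol were used. They gave 19938 genes, of which 999 had more than 1 probe set, and the probe set with the highest mean log2 value over the 12 pools stood for its gene. Gene symbols were compared by gene identifier with a mouse gene table of GRCm38.p6, which was used for names only. It matched 21698 probe sets, and 0 symbols were updated. Nr2e3, Pou4f2, Gm4383 and Gapdh had no probe set with a single symbol and are not analysed here, and neither are the ON arrays and the qRT-PCR samples.

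Genes at a ratio of 1.5 or more, or at its inverse or less, were counted at each time point without a test, since each eye and time point has 1 pool, and the 21 pairs among the 7 uncrushed pools were counted in the same way. In limma 3.58.1 under R 4.3.3, each crushed pool was compared with the 7 uncrushed pools, an F-test was run over the 5 comparisons, and the crushed and contralateral pools were compared over 5 time points with the time point as a block. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Whether left and right pools of a time point vary together was checked after the mean of each eye was removed: the correlation within a pair was 0.132 to 0.357, the mean between days was -0.0562, and 5 of 5 crushed pools matched the contralateral pool of their own day best.

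Gene lists were compared with all other genes by camera in limma, with a preset correlation of 0.01 between genes and again with an estimated correlation, and by an exact sign permutation over the 5 pairs. The 27 lists held genes of retinal ganglion cells, axon injury response, reactive Müller glia and astrocytes, complement, microglia and macrophages, interferon response, lens crystallins, lens fibres other than crystallins, rods, cones, bipolar cells, amacrine cells, horizontal cells, resting Müller glia, retinal pigment epithelium, oligodendrocytes and myelin, endothelial cells and pericytes, skeletal muscle, corneal and surface epithelium, synaptic vesicles, extracellular matrix and scar, olfactory and related receptors, replication-dependent histones, cytosolic ribosomal proteins, keratins, housekeeping and the genes of Figure 1. A red blood cell list had 2 measured members and was too small. Some genes stood in more than 1 list, so the lists are not fully separate evidence. Examples are B2m (interferon response and housekeeping) and Pvalb (retinal ganglion cells and skeletal muscle). List medians were set beside 10000 random lists matched on expression in 20 bins.

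Genes were named by a fixed rule: every gene the study names for the retina, its purity check or as a reference (values in Figure 1 had been seen), the 15 genes with the largest mean ratio each way over the 5 pairs among those with the same direction in all pairs, up to 5 called genes each way at each time point, and of each list the 4 members with the largest mean and the 4 with the largest single ratio. Since 0 genes passed the paired test in limma, with 1184 at an unadjusted p under 0.05, the genes over the 5 pairs were those with a mean over 1.5-fold. The alternatives were the mean of all probe sets of a gene, leaving out the dimmest 30% of genes, cyclic loess between arrays, an intensity trend, other reference pools, no block, a naïve pair with a left eye term, right retinas only, linear ratios and leaving out pools or pairs in turn.

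The tests were tried on simulated data with 50 changed genes for each fold. The paired test recovered 98% of 1.5-fold and 100% of 2-fold changes made in all 5 pairs. The simulated change was the same in every pair, while real ratios differed between time points, as for Nrn1 (0.884 at 14 dpc, 0.146 at 21 dpc). These shares therefore do not hold for changes that vary with time, and the 0 genes of the paired test do not exclude such changes. The test of 1 crushed against 7 uncrushed pools recovered 38%, 86%, 98% and 100% of 1.5-, 2-, 3- and 4-fold changes, and the F-test 4%, 52%, 84% and 100% of changes at 1 time point.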

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

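The test of exchanged labels was chosen after the result was seen.

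The naïve left pool stood apart from the other uncrushed pools in genes of myelin, for a reason that was not tested. The difference was not confined to the myelin list. Fabp7 of glia was 2.73-fold, Sparcl1 2.32-fold and Gjb6 1.74-fold that in the other 6 uncrushed pools, while Cfap70 and Gpx2 were lower. These genes were chosen after the values were seen. Myelin genes had a mean of 5.54 log2 there and 5.04 in the next pool. The gap was 0.777 of the range over the 7 uncrushed pools, above Dixon's critical value. Reactive glia genes did not stand apart (6.21 log2 there, 6.20 in the contralateral pool of 3 dpc). Nor did resting Müller glia genes (8.14 there, 8.18 in the contralateral pool of 21 dpc). The naïve left pool was highest for Mobp (gap 0.700), Mbp (gap 0.621) and Vsnl1 (gap 0.662). Against the other 6 uncrushed pools 30 genes differed in the naïve left pool (limma, Benjamini-Hochberg adjusted p under 0.05), among them Apod, chosen after the values were seen, at 5.55-fold. Syt1, a synaptic vesicle gene, was highest in the contralateral pool of 21 dpc (10.39 log2, the next 10.27, gap 0.582). Of 49 groups looked at, 5 met this rule, and chance gives about 1 in 20. Interferon response genes, which the paper does not discuss for the retina, had a median log2 ratio of 0.41 at 7 dpc.

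Crystallin genes were far apart between left and right retinas in opposite directions at different time points. Over the 12 pools, the mean of 8 lens fibre genes that are not crystallins followed that of the crystallins (r = 0.858, permutation p = 0.00025). That permutation ignores that both eyes of a day come from the same mice. The crystallin mean spanned 3.71-fold over the 7 uncrushed pools, from 6.27 to 8.16 log2. Lens tissue carried over in dissection is therefore a candidate source, although the paper states that the retinas were dissected free of surrounding tissue. A response to the crush as the whole cause is argued against, since 1 of 5 crushed pools lay outside the range of the uncrushed pools. That pool, of 7 dpc, lay -0.91 log2 from the lowest uncrushed pool (5.36 against 6.27), and with 1 pool a response at 7 dpc cannot be told apart from a smaller carry-over. Its lens fibre mean of 5.51 log2 was not below the 5.50 and 5.47 of the pools of 14 dpc, whose crystallin means were 6.42 and 6.27. Whether the lens fibre genes could fall further at a smaller carry-over was not tested, so these values do not decide between the sources.

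Of the olfactory and related receptor genes, 20 were past 1.5-fold at 14 dpc, 32 at 21 dpc and 27 at 28 dpc, and the first 2 time points were weighed. Their median level lay at the percentile 7.63 of all genes. At 14 dpc their share past 1.5-fold was 1.16 times that of other genes of the same level, which is consistent with the spread of dim probe sets. At 21 dpc it was 1.97 times, and in 21 pairs of uncrushed pools the same measure ran from 0.415 to 2.42, with 1 pair above 1.97, so the spread of dim probe sets cannot be told apart from a change. No biological explanation was tested.

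RGC genes were lower at 21 dpc than at 14 and 28 dpc, and the difference between time points was not tested. The contralateral pool of 21 dpc had the highest mean of RGC genes of the 6 right retinas (7.00 log2, the others up to 6.90; -0.024 from the naïve left pool) and so added to the fall, but it is argued against as the whole cause, since the crushed pool itself stood at 6.04 and the other crushed pools at 6.64 or more. A general loss of inner retina is argued against, since the median difference of amacrine genes was a share of 0.152 of that of RGC genes. An exchange of the crushed pools of 21 and 28 dpc stays open in the arrays (difference of correlation 0.113 in favour of the own day, SD 0.119 between days), while each of the 5 crushed pools went best with its own day and the paper's qRT-PCR of individual samples reports Nrn1 and Vsnl1 lower at 21 dpc. A true low point of RGC mRNA at 21 dpc also stays open, as does a difference between the mice of these pools.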

How the results depend on the processing

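Leaving out each of the 5 crushed pools and the 5 contralateral pools as the only uncrushed pools were chosen after the result was seen. Of 428 recomputed counts and list values, 385 kept their side of the threshold or stayed near the first value, 22 moved, 14 lost a call, 6 gained one and 1 reversed. List means without a call counted among the 385 even where their sign turned. For bipolar cells the mean was 0.017, and -0.018 without the pair of 7 dpc. Of 832 values of single genes 104 moved, and of 460 list medians 39 moved. Where a value moved, the cause was not tested, except that fewer genes or pools are tested where some are left out.

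Without the dimmest 30% of genes, those past 1.5-fold numbered 62 in the naïve pair, 43 at 14 dpc, 139 at 21 dpc and 79 at 28 dpc, and 0 genes passed limma at 28 dpc, where 1040 had an unadjusted p under 0.05 with all genes. Against the mean of the uncrushed pools they numbered 38, 141 and 80 at 14, 21 and 28 dpc, and against the mean of the naïve pools 329 at 7 dpc and 86 at 14 dpc. Against the mean of the uncrushed pools the median was -0.24 for RGC and 0.44 for axon injury genes at 3 dpc, and -1.04 for crystallins at 14 dpc. The paired test called 7 genes with an intensity trend and 3 with the naïve pair and a left eye term, and without the block 760 genes had an unadjusted p under 0.05. With the 5 contralateral pools as the uncrushed group, 34 genes passed at 7 dpc and 2 at 28 dpc.

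Leaving out 1 pool gave 39 (without the crushed pool of 3 dpc) to 91 genes at any time point, and 39 (without the naïve right pool) to 110 (without the contralateral pool of 7 dpc) at 7 dpc. Leaving out 1 pair moved list means over these ranges: interferon response 0.052 (without 7 dpc, call lost) to 0.16, crystallins -0.59 to 0.15 (without 7 dpc, reversed), lens fibre -0.021 to 0.084 (without 7 dpc, call gained), resting Müller glia 0.036 (without 7 dpc, lost) to 0.11, retinal pigment epithelium -0.091 (without 3 dpc, gained, as without 21 dpc) to 0.068, corneal epithelium 0.044 to 0.11 (lost without 3, 14 or 28 dpc), extracellular matrix 0.030 to 0.096 (lost without 3 or 21 dpc), receptors -0.027 to 0.017 (gained without 14 or 28 dpc), histones 0.0012 to 0.11 (without 7 dpc, gained), and ribosomal proteins 0.032 to 0.057 (lost without 3 or 21 dpc). Camera calls were also lost for crystallins without dim genes (-0.32) and with cyclic loess (-0.31), for corneal epithelium without dim genes (0.082) and for ribosomal proteins with cyclic loess (0.029). The Pearson r of Nrn1 with Vsnl1 was -0.292 without the 2 time points farthest from the median, a choice that narrows the range by construction.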

Differences from the paper's values

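The other probe set of Etv1 was chosen after the result was seen. The paper gives 1723 genes changed over time in the retina, 9.17% of its genes, by BETR on simulated readings. By limma's F-test the count was 74, or 0.371%. Every alternative set before the data were examined also differed: 73 with the mean of all probe sets, 74 without dim genes, 58 with cyclic loess, 79 with an intensity trend and 77 with right retinas only. The threshold is an adjusted p here and a BETR probability in the paper.

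For Etv1 the paper's ratio at 21 dpc is about 0.54 (Fig. 1, read by eye), and the value here was 0.868. It came within 1.5-fold of the paper's with the mean of all probe sets (0.686) and did not with cyclic loess (0.889), the mean of the uncrushed pools (0.867) or the mean of the naïve pools. The other probe set of Etv1, chosen after the values were seen, gave 0.543, and drops 0 of the paper's items.

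The paper reports a ribosome cluster raised at 21 dpc. Of 62 cytosolic ribosomal protein genes 0 reached 1.5-fold there, 0 passed limma and 5 had an unadjusted p under 0.05. Ribosomal genes outside this list, such as mitochondrial ones and those without a single-symbol probe set, were not examined as a list. The paper's cluster may hold such genes.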

Other observations

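The counts over other splits of the samples were all chosen after the result was seen. Outside the genes the paper discusses, 1 of 19 retinal pigment epithelium genes and 1 of 16 corneal and surface epithelium genes rose at 3 dpc. Mlana, a melanosome gene of pigmented cells, rose by 0.94 log2 at 3 dpc and 0.95 log2 at 21 dpc (limma adjusted p = 0.0313 and 0.0389), and Aldh3a1, an aldehyde dehydrogenase abundant in cornea, rose by 1.34 log2 at 3 dpc (limma adjusted p = 8.99e-04). R3hdml and Igfbp7, an insulin-like growth factor binding protein gene, rose by 2.32 and 1.66 log2 at 3 dpc (limma adjusted p = 7.26e-05 and 0.0202). The lens membrane gene Mip had a ratio of 2.34 at 3 dpc and did not pass (limma adjusted p = 0.216). Gap43, a growth cone gene, had ratios of 1.51 at 3 dpc and 0.678 at 21 dpc, and Synpr, a synaptic vesicle gene, 1.05 and 0.978, and neither passed at these time points (limma, Benjamini-Hochberg).

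The mean log2 ratio over 5 pairs, by camera in limma with Benjamini-Hochberg adjustment, was 0.04 (SD 0.18, adjusted p = 0.438) for lens fibre genes other than crystallins, -0.00 (SD 0.30, adjusted p = 0.509) for retinal pigment epithelium, -0.06 (SD 0.08, adjusted p = 0.326) for skeletal muscle, -0.01 (SD 0.10, adjusted p = 0.723) for horizontal cells, 0.07 (SD 0.12, adjusted p = 0.326) for housekeeping and 0.01 (SD 0.08, adjusted p = 0.991) for keratins. For corneal and surface epithelium it was 0.08 (SD 0.10, adjusted p = 0.0269), and adjusted p = 0.510 with an estimated correlation. That call was lost without the pair of 3 dpc (0.04), of 14 dpc (0.08) or of 28 dpc (0.08).

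The 5 pairs allow 16 splits with left and right exchanged, too few for a share under 0.05. The real split had 1184 genes at an unadjusted p under 0.05, 3 splits had as many with the real one counted, and the highest other had 1508. For the F-test, 100 choices of 5 of the 12 pools were drawn, and 1, the real one, gave as many as its 74 genes, with 67 genes in the highest other choice, which held 4 of the 5 crushed pools. Those draws ignore that both eyes of a day come from the same mice. With 1 pool of each day taken as the crushed one, 1 of 32 choices, the real one, gave as many as 74 genes, and the highest other gave 68, with the pools of 14 dpc exchanged. In both sets the real choice gave the most genes, which argues against chance for the F-test count. It does not exclude chance, since these tests were chosen after the result was seen and the next counts, 67 and 68, were close to 74.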
